# Lin28a forms an RNA‐binding complex with Igf2bp3 to regulate m^6^A‐modified stress response genes in stress granules of muscle stem cells

**DOI:** 10.1111/cpr.13707

**Published:** 2024-07-17

**Authors:** Dan Song, Yu Chen, Peng Wang, Yeqian Cheng, Ng Shyh‐Chang

## Abstract

In the early embryonic stages, Lin‐28 homologue A (Lin28a) is highly expressed and declines as the embryo matures. As an RNA‐binding protein, Lin28a maintains some adult muscle stem cells (MuSCs) in an embryonic‐like state, but its RNA metabolism regulation mechanism remains unclear. BioGPS analysis revealed that Lin28a expression is significantly higher in muscle tissues than in other tissues. Lin28a‐positive muscle stem cells (Lin28a+ MuSCs) were sorted from *Lin28a‐CreERT2*; *LSL‐tdTomato* mouse skeletal muscle tissue, which exhibited a higher proliferation rate than the control group. Lin28a‐bound transcripts are enriched in various biological processes such as DNA repair, cell cycle, mitochondrial tricarboxylic acid cycle and oxidative stress response. The expression of insulin‐like growth factor 2 mRNA‐binding protein 3 (Igf2bp3) was markedly elevated in the presence of Lin28a. Co‐immunoprecipitation analysis further demonstrated that Lin28a associates with Igf2bp3. Immunofluorescence analyses confirmed that Lin28a, Igf2bp3 and G3bp1 colocalize to form stress granules (SG), and N6‐methyladenosine (m^6^A) modification promotes the formation of Lin28a‐SG. Sequencing of the transcriptome and RNAs immunoprecipitated by Lin28a, Igf2bp3 and m^6^A antibodies in Lin28a+ MuSCs further revealed that Lin28a and Igf2bp3 collaboratively regulate the expression of DNA repair‐related genes, including *Fancm* and *Usp1*. Lin28a stabilises *Igf2bp3*, *Usp1,* and *Fancm* mRNAs, enhancing DNA repair against oxidative or proteotoxic stress, thus promoting MuSCs self‐renewal. Understanding the intricate mechanisms through which Lin28a and Igf2bp3 regulate MuSCs provides a deeper understanding of stem cell self‐renewal, with potential implications for regenerative medicine.

## 1 INTRODUCTION

Skeletal muscle is composed of aligned bundles of myofibers, complex vasculature and lymphatic vessels, which are regulated by a network of nerves and the extracellular matrix (ECM).^1^ Muscle stem cells (MuSCs) are a class of somatic stem cells, also known as satellite cells, that normally remain in a quiescent state in skeletal muscle. MuSCs play an important role in muscle repair, proliferation, differentiation and eventually the formation of new muscle tissue after muscle injury.^2^, ^3^ However, the accumulation of injuries can also lead to a decrease in the number and diminished function of MuSCs, eventually producing diseases such as muscle loss or muscle insufficiency.^4^, ^5^ For example, MuSCs may encounter stress stimuli under various conditions, including muscle injury or trauma, inflammation and oxidative stress.^6^, ^7^

Oxidative stress is a common physiological occurrence that results from an imbalance in cellular redox states, leading to the generation of reactive oxygen species. In conditions such as inflammation or chronic diseases, oxidative stress can escalate, causing cell cycle arrest, DNA damage and apoptosis.^8^ Thus, a comprehensive understanding of the oxidative stress mechanism affecting MuSCs is crucial for preventing muscle ageing and treating various diseases of muscle dysfunction.

Lin‐28 homologue A (Lin28a), as an RNA‐binding protein, is shown to bind precursor forms of *let‐7* miRNAs, inhibiting pri‐let‐7 processing by Drosha.^9^ Therefore, Lin28a regulates the expression of multiple target genes by inhibiting *let‐7* maturation.^10^, ^11^, ^12^ Lin28a also has been shown to promote the pluripotent state of embryonic stem cells (ES) and induced pluripotent stem cells (iPS).^13^ In addition, Lin28a has been implicated in the regulation of glucose metabolism and tissue regeneration.^14^, ^15^ Insulin‐like growth factor 2 mRNA‐binding protein 3 (Igf2bp3), also an RNA‐binding protein, recognises N6‐methyladenosine (m^6^A) modifications and affects mRNA stability and subcellular localization, which plays a critical role in the post‐transcriptional regulation of gene expression.^16^ Additionally, Igf2bp3 facilitates the transport of target mRNAs to specific subcellular locations, such as stress granules (SG) and P‐bodies, where they can be stored or undergo translational repression.^17^, ^18^

RNA metabolism involves processes such as transcription, splicing, RNA modification and RNA degradation. It is tightly regulated to ensure proper gene expression and cellular function.^19^, ^20^ Stress granules are dynamic cytoplasmic structures that form in response to various stresses, including heat shock, oxidative stress and viral infections.^21^ They contain RNA‐binding proteins (RBPs), translation initiation factors and other regulators of RNA metabolism. Stress granules can sequester mRNAs, halt their translation and modulate RNA stability and turnover, to prepare the cell to mount a series of cellular stress responses.^22^, ^23^, ^24^ However, it has remained unclear how SG regulates the expression of DNA repair genes, if any.

As previously reported in our research, Lin28a maintains a subset of adult MuSCs in an embryonic‐like state.^25^ How does Lin28a maintain cell rejuvenation through the regulation of RNAs? Here, we analysed the expression of Lin28a in different developmental stages using the public database BioGPS and found that its expression is low in most adult differentiated tissues, but highest in muscle tissues. Through bioinformatics analysis and experimental validation, we found that the Lin28a‐Igf2bp3 complex regulates a large number of m^6^A‐modified RNAs, particularly mRNAs related to mitosis, cellular metabolism and DNA damage repair. When MuSCs encounter stress stimuli, the m^6^A‐modified RNAs regulated by the Lin28a‐Igf2bp3 complex are preferentially stored in SG to ensure higher mRNA stability and are routed for protein translation. This preferential regulation serves to maintain the DNA stress response and genomic stability of MuSCs, thereby ensuring their capacity for self‐renewal and proliferation.

## 2 MATERIALS AND METHODS

### 2.1 Animals

All animal procedures were approved by the Institute of Zoology and the Institute of Stem Cell and Regenerative Medicine, Chinese Academy of Sciences (IOZ‐IACUC‐2022‐170). The mice were provided with regular chow and housed in a controlled environment with a 12:12‐h light–dark cycle at 22°C.

### 2.2 Cell lines and culture conditions

MuSCs were cultured as previously described.^25^ The culture plates were first coated with 1% Matrigel (Corning, 354230).

### 2.3 siRNAs, plasmids and antibodies

To silence target genes, cells were transfected with small interfering RNAs (siRNAs, 10 nM), including siIgf2bp1: 5′‐CGACCAAGUCAUUGUUAAGdTdT‐3′/5′‐GAAACACCUGACUCCAAAGdTdT‐3′, siIgf2bp2:5′‐CCGUUGUCAACGUCACCUAdTdT‐3′/5′‐CUGUACCCUCAUCACCAUUdTdT‐3′, siIgf2bp3: 5′‐CGCGGAGAAGUCCAUUACUAUdTdT‐3′/5′‐CCUUAGACAAACUGAAUGGAUdTdT‐3′, siLin28a: 5′‐AUGUUCUUCCCUUUUGGCCdTdT‐3′/5′‐GGCCAAAAGGGAAGAACAUdTdT‐3′, siTut4: 5′‐GAGGAAAUGUCAAAGGUUAdTdT‐3′/5′‐GCAGCUAUUGAUCCUAGAGdTdT‐3′, siTut7: 5′‐GCGGCCUUCUUUGUAAAGUdTdT‐3′/5′‐AUGACAGGUGCUGCCGAAUdTdT‐3′.

To overexpress Lin28a, the cDNA sequence of Lin28a was inserted into the pCDH‐EF1‐EGFP‐T2A‐puro plasmid, and then packaged to produce lentivirus for infection of MuSCs. Antibodies, including Lin28a (8641s) and p‐H2AX (2577s), were purchased from Cell Signalling Technology. Igf2bp3 (A4444) and Usp1 (A6785) were purchased from Abconal. Gapdh (MA1‐16757) was purchased from Thermo Fisher Scientific. Twist2 (66544), Fancm (12954), G3bp1 (66486) and Tia1 (66907) were purchased from Proteintech. Igf2bp3 (sc‐390639) was purchased from Santa Cruz.

### 2.4 Immunofluorescence staining

MuSCs were plated on glass coverslips in a 12‐well plate to reach 80% confluence. The cells were treated with H_2_O_2_ (1 mM, 10 min) or NaAsO_2_ (200 μM, 2 h) to produce stress granule. Rinse briefly in phosphate‐buffered saline (PBS). The cells were fixed using 4% paraformaldehyde in PBS at pH 7.4 for 15 min at room temperature and then washed three times with ice‐cold PBS. Cells were treated with 0.25% Triton X‐100 in PBS for 10 min at room temperature. After incubation, the cells were incubated with 1% goat serum in PBS for 1 h at room temperature to block non‐specific binding sites. After blocking, cells were incubated with primary antibodies specific to the target cellular components overnight at 4°C. Then, the cells were incubated with fluorescently labelled secondary antibodies for 2 h at room temperature. Finally, cells were stained with 4′,6‐diamidino‐2‐phenylindole for nuclear visualisation, mounted on glass slides and observed and analysed using a laser‐scanning confocal microscope (Leica SP8).

### 2.5 Co‐immunoprecipitation and Western blot

MuSCs were lysed in 1× cell lysis buffer (CST, 9803) with the addition of protease inhibitors and RNase inhibitors, followed by centrifugation at 4°C and 12,000 rpm for 10 min. A 10% fraction of the supernatant was collected as the input sample, whilst the remaining supernatant was divided into two equal parts. One part was used as an IgG control, and the other part was subjected to protein complex pulldown using specific antibodies with protein A/G beads (Thermo, 78609). The validation of protein interactions was then performed through Western blot analysis. Proteins were separated by 12% sodium dodecyl sulfate‐polyacrylamide gel electrophoresis, and transferred from the gel onto a ployvinylidene fluoride membrane. The membrane was incubated with antibodies specific to the target protein. The results were analysed and quantified using imaging techniques (Thermo, FLI1000).

### 2.6 Cell cycle analysis by flow cytometry

MuSCs were harvested in 250 μL of PBS and added to 750 μL of anhydrous ethanol overnight at −20°C for fixation. Cells were collected by centrifugation and stained with a solution containing 50 μg/mL of propidium iodide, 50 μg/mL of RNase A and 3.8 mM of sodium citrate. The stained cells were passed through a flow cytometer (BD, FACSAria IIIu), and the fluorescence emitted by individual cells was measured. Finally, the number of cells distributed in the G1 (Gap 1), S (DNA synthesis), G2 (Gap 2) and M (mitosis) phases was counted and analysed.

### 2.7 RNA extraction and quantitative reverse transcription polymerase chain reaction (PCR)

MuSCs were collected in 1 mL of Trizol and left on ice for 5 min. Two‐hundred microliters of chloroform was added and mixed thoroughly. The cell samples were centrifuged at 12000 rpm for 10 min at 4°C. The supernatant was collected, and an equal volume of isopropanol was added, followed by incubation at −20°C for 2 h. Finally, the RNA was collected by centrifugation at 12,000 rpm for 10 min at 4°C, and the precipitate was washed with 80% ethanol, followed by dissolution in nuclease‐free water.

The extracted RNA was reverse transcribed into a cDNA library following the instructions provided with the reverse transcription kit (Takara, RR037A). The cDNA samples are mixed with SYBR Green master mix (YEASEN, 11201ES08), including specific primers targeting the gene of interest and reference genes for normalisation. In this study, the primers used for quantitative analysis of gene expression were listed in Table S1.

### 2.8 Methylated RNA immunoprecipitation

One‐hundred micrograms of total RNA was used to enrich mRNA using the Dynabeads™ mRNA Purification Kit (Thermo, 61006) according to the manufacturer's instructions. Ten percent of the enriched mRNA was used as input, and the remaining RNA was added to RNA Fragmentation Reagents (Invitrogen, AM8740). The mixture was incubated at 70°C in a PCR instrument for 10 min to fragment the RNA into approximately 100 nt fragments. The fragmented RNA was precipitated using an ethanol‐based method.

Washing protein A/G magnetic beads with immunoprecipitation (IP) buffer (150 mM NaCl, 10 mM Tris–HCl and pH 7.5), and then incubating them with 5 μg of m^6^A antibody (Millipore, ABE572) at 4°C for 2 h. Beads were washed twice with IP buffer and then resuspended in IP buffer. The fragmented RNA was added to the resuspended beads and the mixture was incubated at 4°C with gentle agitation for 4 h.

The beads with m^6^A complex were washed three times with IP buffer at 4°C, and treated with proteinase K. The remaining RNA was purified using a phenol:chloroform:isoamylalcohol (125:24:1) solution. Finally, the enriched RNA was precipitated and recovered using an ethanol‐based method. The enriched m^6^A‐modified RNA was used to construct a sequence library using an RNA‐seq Library Prep Kit (Vazyme, NR605), followed by sequencing analysis using Illumina HiSeq X10.

### 2.9 Bioinformatics analysis of high‐throughput sequencing

The raw data from RNA‐seq and RNA immunoprecipitation (RIP)‐seq were preprocessed by removing adapter sequences, filtering low‐quality reads and trimming low‐quality bases using FastQC. Subsequently, the data were aligned to the GRCh38 reference genome using Hisat2 (version 2.0.4). Differential gene expression analysis of the transcriptome was performed using DESeq2 (version 1.42.0) (*p* < 0.05). The differentially methylated m^6^A peaks were identified using MACS2 (version 1.4.3). Sequence motifs and annotations were analysed by Homer (version 4.11). The distribution of the m^6^A peaks was analysed using Guitar (version 2.18.0). Integrative Genomics Viewer (IGV, version 2.10.3) was used to visualise the peaks. ntrinsically disordered regions of Lin28a and Igf2bp3 were analysed using the online prediction tool IUPred2A by NovoPro. The expression analysis of Lin28a in various cells and tissues was obtained from BioGPS (dataset: GeneAtlas U133A, gcrma, expression data of human iPS, human ES and those differentiated cells [DC]).

### 2.10 RNA stability analysis

MuSCs‐control and MuSCs‐Lin28a+ were seeded in equal amounts in a 12‐well plate, with three replicates per group. After the cells adhered to the plate, they were treated with actinomycin D (10 μM), and cells were collected at 0, 1, 2, 3 and 4 h. RNA was extracted and reverse transcribed into cDNA, and the changes in mRNA levels of the target genes were detected by real‐time PCR. Linear regression was performed on the data of the target gene at each time point to determine the time required for each group to show mRNA decay to half of its initial level.

### 2.11 Live cell imaging analysis

MuSCs expressing GFP‐Lin28a were seeded into Cell Culture Imaging Dishes. After the cells completely adhered to the dish, 20 μM of the m^6^A inhibitor STM2457 (MedChemExpress, HY‐134836) was added and incubated for 24 h. Then, live‐cell imaging microscopy was used to record the process of stress granule formation from 0 to 15 min after adding 1 mM H_2_O_2_. The time and size of GFP‐Lin28a‐SG formation were measured under both STM2457 (METTL3 methyltransferase inhibitor) treated and untreated conditions.

### 2.12 Cell Counting Kit‐8 (CCK8) analysis

The expression levels of Lin28a and Igf2bp3 were knocked down in MuSCs using siRNAs for 24 h. The cells were plated in a 96‐well plate with 3000 cells per well and at least three replicates. The cells were treated with gradient concentrations of H_2_O_2_ or NaAsO_2_. After 24 h of treatment, replaced in the culture medium containing 10% CCK8 (APExBIO, K1018), then incubated at 37°C for 2 h. The absorbance of the cells was measured at 450 nm using a microplate reader.

### 2.13 Statistical analysis

Each experiment was performed with a minimum of three biological replicates to ensure statistical significance. Statistical analysis was performed using appropriate tests such as Student's *t*‐test or analysis of variance to determine the significance of differences between two groups. All statistical tests were two‐sided. *p*‐Value <0.05 was considered statistically significant. *p < 0.05, **p < 0.01, ***p < 0.001, ns, no significant.

## 3 RESULTS

### 3.1 Lin28a promotes MuSCs proliferation

Lin28a, a crucial factor in maintaining cellular stemness, is important for embryonic stem cell maintenance, individual development and tissue differentiation. According to the analysis of the BioGPS public database,^26^ the highest expression of Lin28a was found in ES, followed by iPS and embryoid body cells, and the lowest level was found in DC (Figure 1A). However, we further analysed the microarray expression data of various tissues in the human body, and the results showed that Lin28a was much higher in muscle tissues than in other tissues (Figure 1B). Lin28a‐positive muscle stem cells (Lin28a+ MuSCs) were sorted from *Lin28a‐CreERT2*; *LSL‐tdTomato* mouse skeletal muscle tissue^25^ using flow cytometry. Lin28a‐RIP sequencing and transcriptome analysis were performed. 

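RNA-seq covered 4 input libraries, 2 from control and 2 from Lin28a+ MuSCs, and Lin28a-RIP covered 2 libraries from Lin28a+ MuSCs. In RIP-seq, RNA bound to a protein is pulled down with an antibody and sequenced, and peaks mark the stretches of a transcript where reads accumulate. The methods name Hisat2 for alignment, MACS2 for peaks and DESeq2 for the comparison of transcriptomes, and the text does not name the program that counted reads. For the input, the authors deposited an estimated count per gene without scaling between libraries. These counts summed to 5466147 and 6220960 in the control libraries and to 5057455 and 4842915 in the Lin28a+ libraries. In 47.3% of genes the 4 values were whole multiples of 1/k for a single whole number k up to 20. After the decimals had been shuffled among genes, this share was 6.76%. For Lin28a-RIP, the authors deposited whole-number counts for 21616 peaks in 3493 genes, which summed to 36610494 and 33908110. Lin28a itself was not analysed here, so the sorting was not checked from its own counts. The input columns of Lin28a+ MuSCs carry the name of the m6A-RIP libraries in the table. They were assigned to the group without a replicate number, because the labels of the input samples name this table. Among genes with whole-number values and a mean count of 20 to 2000, the chi-square per degree of freedom between replicates, which is 1 for sampling noise alone, was 1.61 in control MuSCs (553 genes) and 1.71 in Lin28a+ MuSCs (544 genes). Over all input genes as deposited it was 4.70 and 1.01, but all 4 values were whole numbers in only 6.92% of genes and this measure is not calibrated for values with decimals. The labels give the libraries of a pair as separate samples, and each pair was counted as 2 samples. The 2 Lin28a-RIP libraries differed by 4.46 on the same measure. Input values were rounded to whole numbers, scaled with TMM factors and compared with edgeR's quasi-likelihood test over the 11317 genes kept by filterByExpr. At a Benjamini-Hochberg adjusted p under 0.05, 6432 genes differed, with 3184 higher and 3248 lower in Lin28a+ MuSCs, and 1498 of them changed over 2-fold. With DESeq2, the alternative that moved this count most, 3039 genes passed. The common biological coefficient of variation, the spread between replicates beyond counting, was 2.48%. The 3 higher genes with the smallest p were Actc1, Mest and Myog. Actc1 (ENSMUSG00000068614) rose from 81.7 ± 3.13 to 1099.8 ± 15.5 CPM (counts scaled to the library total; mean ± SD, n = 2), a log2 fold change of 3.75 (standard error 0.034). Mest and Myog had log2 fold changes of 2.81 and 1.86. The 3 lower genes with the smallest p were Igf2, Ccnd1 and Spp1, with log2 fold changes of -3.37, -2.94 and -3.87. The adjusted p was 1.26e-06 for Actc1, Igf2 and Ccnd1 and 1.42e-06 for Mest, Myog and Spp1 in edgeR's quasi-likelihood test.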

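A gene was counted as bound by Lin28a when it had at least 1 Lin28a-RIP peak. Of the genes expressed in the input, 2899 (25.6%) were bound. Gene lists for 9 processes, written by hand from general knowledge because the GO release of the study was not used here, were compared with all expressed genes by Fisher's exact test (two-sided, Benjamini-Hochberg adjusted over the 9 lists). Among cell cycle genes, 58 of 95 were bound (61.1%, Wilson 95% interval 51.0 to 70.2), with an odds ratio of 4.62 and an adjusted p of 2.44e-12. Of the TCA cycle genes, 16 of 28 were bound (odds ratio 3.89, adjusted p = 0.00143). The DNA repair list had 75 of 192 genes bound (39.1%, interval 32.4 to 46.1), with an odds ratio of 1.88 and an adjusted p of 1.15e-04. Mismatch repair (odds ratio 2.65, adjusted p = 0.0457), DNA replication (odds ratio 2.18, adjusted p = 0.0393) and spliceosome genes (odds ratio 1.80, adjusted p = 0.0148) were also bound more often. For the oxidative stress response, 19 of 70 genes were bound (27.1%, interval 18.1 to 38.5), close to the share of all expressed genes (odds ratio 1.08, adjusted p = 0.784). Oxidative phosphorylation genes were bound less often, with 9 of 83 genes and an odds ratio of 0.351 (Fisher's exact test, adjusted p = 0.00253). So were ribosome genes, with 4 of 84 genes and an odds ratio of 0.144 (Fisher's exact test, adjusted p = 4.03e-06). These lists also had the shortest genes, with medians of 7279 and 3151.5 bp, against 14157 to 26989 bp for the others. Gene length was not a covariate in any of these tests, so an effect of length on the odds of a peak was not excluded for any list. With the log2 input level as a covariate in a logistic model, the odds ratio of the spliceosome list was 1.54 (adjusted p = 0.0557) and that of the oxidative stress response 0.932, while the other 7 lists kept their direction and their side of the threshold.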

Gene ontology (GO) annotation showed that transcripts bound by Lin28a are mainly enriched in biological processes such as DNA repair, cell cycle, mitochondrial tricarboxylic acid cycle (TCA cycle) and oxidative stress response (Figure 1C). Similarly, Gene Set Enrichment Analysis revealed significant differences in processes such as DNA repair, DNA replication and oxidative phosphorylation between the Lin28a+ and control MuSCs (Figure 1D). Furthermore, we analysed the m^6^A modification of MuSCs using methylated RNA immunoprecipitation (MeRIP) sequencing (Lin28+ vs. control). 

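The 9 lists were tested on the input counts with camera, which asks whether the genes of a list rank higher or lower than the remaining genes and was run with its preset correlation between genes of 0.01. The median log2 fold change of all genes tested was 0.0098. Of 192 DNA repair genes, 131 were higher in Lin28a+ MuSCs, with a median log2 fold change of 0.21 (camera adjusted p = 0.00554). In that list, 60 genes were higher and 26 lower past the threshold over all genes, and 83 passed when adjusted over the list alone. The DNA replication list had the highest median, 0.86, with 33 of 35 genes higher (camera adjusted p = 7.74e-09). In the oxidative phosphorylation list, 77 of 83 genes were higher, with a median of 0.40 (camera adjusted p = 4.37e-14). The medians of mismatch repair, cell cycle, spliceosome, ribosome and TCA cycle genes were 0.63, 0.60, 0.38, 0.31 and 0.22, all past the threshold. The oxidative stress response had a median of -0.13 (camera adjusted p = 0.165). With the correlation estimated from the libraries, 0 of the 9 lists passed in RNA (adjusted p from 0.117 to 0.229), and 2 had an unadjusted p under 0.05. All 9 lists passed with fry. With fgsea on the ranked fold changes, 7 of the 9 passed, and the TCA cycle (adjusted p = 0.337) and oxidative stress response (adjusted p = 0.165) did not. When 1 library was left out, the DNA repair median stayed between 0.20 and 0.21.

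**Figure D1:**
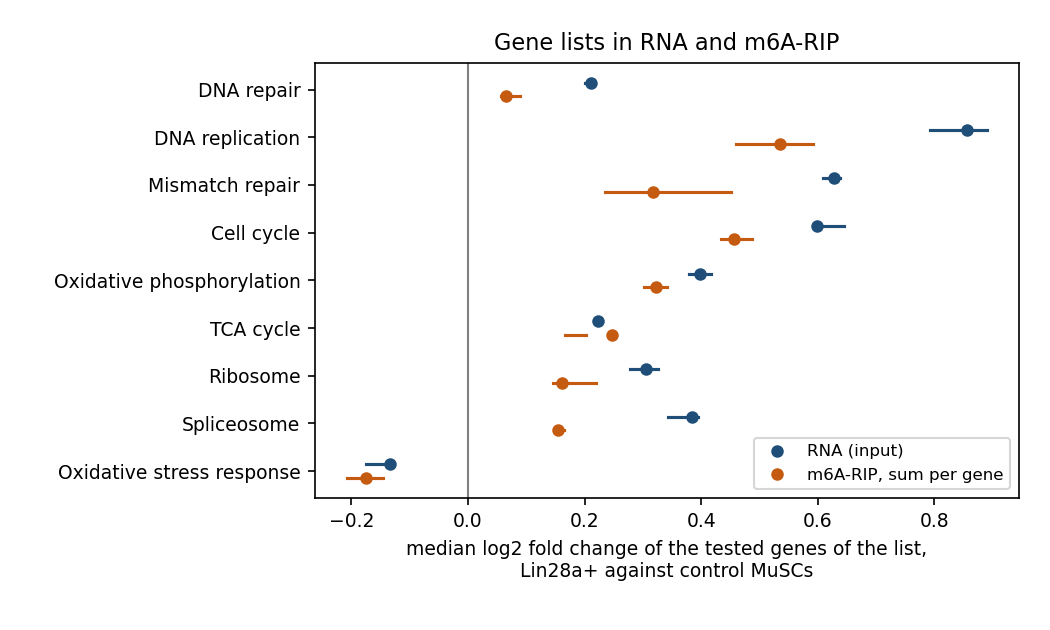
Median log2 fold change of each gene list (x axis, Lin28a+ against control MuSCs) in the input RNA and in the m6A-RIP counts summed per gene. Points use all 4 libraries and lines span the 4 fits that each leave out 1 library. The point of the TCA cycle in m6A-RIP, 0.25, lies above its line, and that of the cell cycle in RNA lies just below its line.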

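MeRIP-seq pulls down RNA fragments with an antibody against m6A, so a count rises both with the methylation of a transcript and with the amount of its RNA. There were 4 m6A-RIP libraries, 2 from control and 2 from Lin28a+ MuSCs. The authors deposited whole-number counts for 18881 rows, each 1 peak of a transcript, without scaling and without positions. These rows covered 13142 transcripts of 9416 genes. Counts summed to 31830638 and 21350962 in control MuSCs and to 23747038 and 31173570 in Lin28a+ MuSCs. Both Lin28a+ columns carry the same name, so they were used as unnumbered libraries of their group. H19 alone took 6.24% and 6.12% of the control counts and 9.98% and 9.66% of the Lin28a+ counts. Replicates differed by a chi-square per degree of freedom of 6.14 in control and 6.02 in Lin28a+ MuSCs. In edgeR's quasi-likelihood test, 11670 rows differed at an adjusted p under 0.05, with 5665 higher and 6005 lower in Lin28a+ MuSCs. Scaling by total counts alone, in place of TMM, moved the median of all rows by -0.15 on the log2 scale and changed this split to 3842 higher and 7638 lower. Summed per gene, 6239 genes differed, with 3060 higher and 3179 lower. With total counts this became 2395 higher and 3766 lower, and the median moved by -0.10. The 3 rows that rose with the smallest p belonged to Scarf2, Selp and Bdkrb1, with log2 fold changes of 5.65, 4.96 and 5.22. The Scarf2 row (ENSMUST00000231301) had 1.82 and 1.77 CPM in control and 86.3 and 94.7 CPM in Lin28a+ MuSCs. The 3 rows that fell with the smallest p belonged to Tceal7, Spp1 and Nelfcd, with log2 fold changes of -7.63, -3.72 and -3.76. The Tceal7 row (ENSMUST00000126811) had 125 and 129 CPM in control and 0.710 and 0.576 CPM in Lin28a+ MuSCs (adjusted p = 2.70e-15 from edgeR's quasi-likelihood test).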

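The m6A-RIP counts, summed per gene, and the input counts were compared across the 8053 genes found in both tables, as log2(CPM + 1) averaged over libraries. Across genes, Pearson's r between the 2 levels was 0.502 and Spearman's rho was 0.495. The r was 0.510 in control and 0.519 in Lin28a+ MuSCs. For the log2 fold changes between Lin28a+ and control MuSCs, r was 0.813 and rho 0.800. Genes are not independent replicates, so no p-value is given. Limiting the comparison to the 7234 genes with at least 10 counts in every library gave the highest r of the alternatives for the fold changes, 0.853, and a pseudocount of 0.1 CPM gave the lowest, 0.770.

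**Figure D2:**
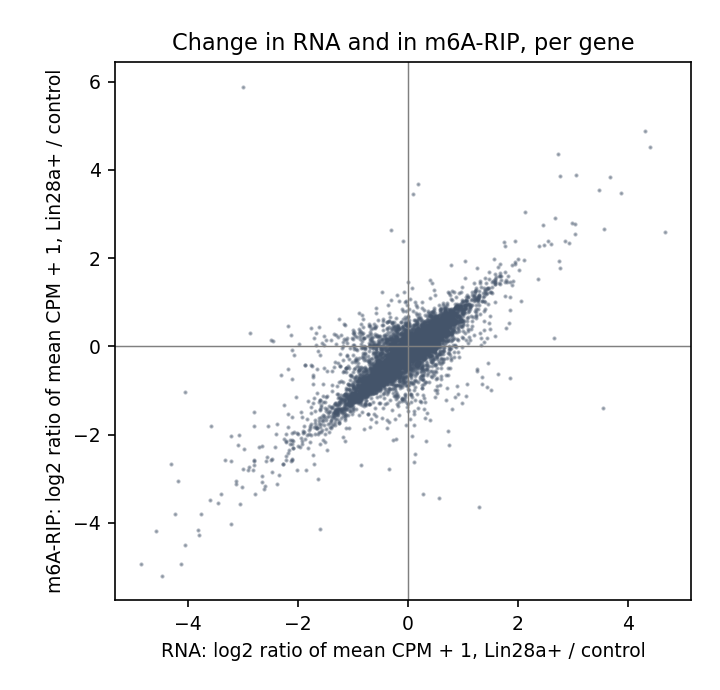
Each point is 1 of the 8053 genes, with the log2 ratio of mean CPM + 1 between Lin28a+ and control MuSCs in the input RNA (x axis) and in m6A-RIP summed per gene (y axis). The points spread along the diagonal.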

The results showed a positive correlation between m^6^A modification abundance and RNA expression level in MuSCs, with a Pearson's *R* value of 0.89 (Figure S1A). Heatmap analysis showed higher expression and m^6^A modification of transcripts involved in many biological processes such as DNA repair (Figure S1B), cell cycle (Figure S1C) and oxidative phosphorylation (Figure S1D), which indicates a more active metabolic state in Lin28a+ MuSCs. 

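In the m6A-RIP counts summed per gene, the median log2 fold change of all genes was 0.0070. The cell cycle list had 51 of 66 genes higher in Lin28a+ MuSCs, with a median of 0.46 and 41 genes higher and 10 lower past the threshold (camera adjusted p = 1.23e-06). In the oxidative phosphorylation list, 48 of 59 genes were higher, with a median of 0.32 and 44 genes higher and 8 lower past the threshold (camera adjusted p = 2.91e-04). Of 133 DNA repair genes, 78 were higher, with a median of 0.066, and 52 were higher and 33 lower past the threshold; the list as a whole did not pass (camera adjusted p = 0.183). With total counts in place of TMM, the median of the DNA repair list was -0.036. Adjusted over the list alone, 84 DNA repair, 51 cell cycle and 53 oxidative phosphorylation genes passed in m6A-RIP. In RNA, the cell cycle list had 80 of 95 genes higher, with 63 higher and 5 lower past the threshold. For oxidative phosphorylation in RNA, 70 genes were higher and 4 lower past the threshold. With the correlation between genes estimated from the libraries, 0 of the 9 lists passed in m6A-RIP, and 0 had an unadjusted p under 0.05 (adjusted p = 0.287 for the cell cycle and for oxidative phosphorylation), and with fry both passed (adjusted p = 0.00346 and 0.0116). From the higher expression and m6A of these processes, the paper concludes that Lin28a+ MuSCs are metabolically more active.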

Flow cytometry‐based cell cycle analysis revealed that Lin28a+ MuSCs proliferated more rapidly by decreasing the duration of the G1 phase (Figure 1E,F). CCK8 analysis showed a higher proliferation rate for both Lin28a+ MuSCs and MuSCs overexpressing Lin28a (Figure S1E). When Lin28a expression was inhibited using siRNAs, the proliferation rate of MuSCs was reduced (Figure S1F). Overall, Lin28a promotes mitochondrial oxidative phosphorylation, the oxidative stress response, DNA damage repair and the proliferation of MuSCs.

**FIGURE 1:**
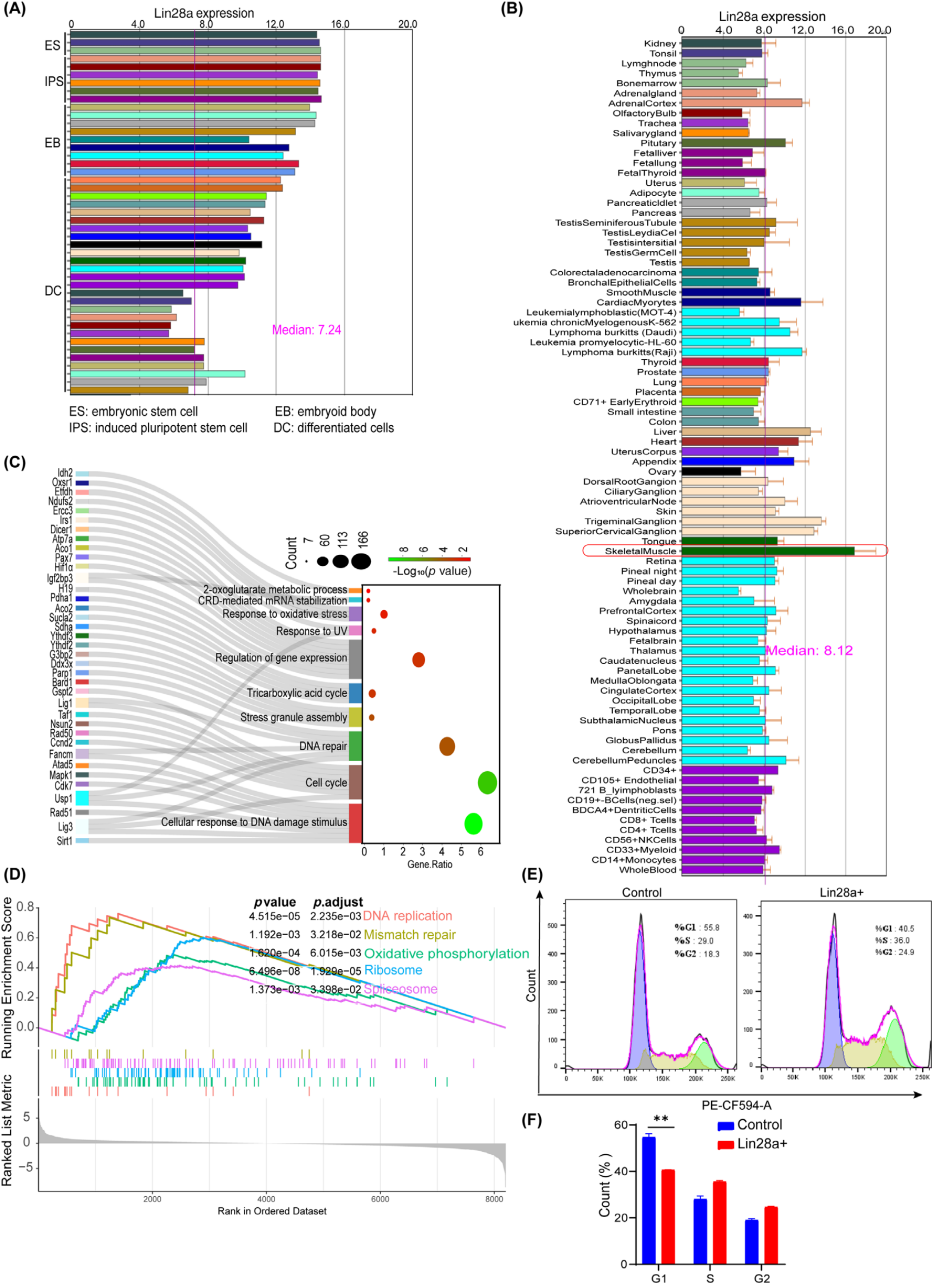
Lin‐28 homologue A (Lin28a) promotes muscle stem cells (MuSCs) proliferation by accelerating the G1 phase. (A) The mRNA expression levels of Lin28a were analysed in embryonic stem cells (ES), induced pluripotent stem cells (IPS), embryoid body (EB) and differentiated cells (DC) as the culture days increased, using the BioGPS database. (B) Expression pattern of Lin28a across various adult human tissues, with the highest expression level observed in skeletal muscle, according to the BioGPS database. (C) Gene ontology annotating Lin28a‐RIP data to analyse the biological processes involving Lin28a‐bound transcripts. (D) Performing Gene Set Enrichment Analysis to identify enriched signalling pathways in Lin28a+ versus control MuSCs. (E) Flow cytometric analysis was performed to examine the cell cycle of the Lin28a+ and control MuSCs. (F) Statistical analysis showed the proportions of cell cycle phases in each MuSCs population. Data are presented as means ± standard error of mean (SEM). Student's *t*‐test was performed for statistical analysis (**p < 0.01).

### 3.2 Lin28a forms stress granules with Igf2bp3

According to the expression analysis of Lin28a in BioGPS, we retrieved a list of its related genes with a correlation coefficient (*R*) greater than 0.5, as shown in Table S2. Through quantitative reverse transcription PCR (RT‐quantitative reverse transcription polymerase chain reaction (qPCR)) analysis in Lin28a+ MuSCs, we found that the expression levels of *Igf2bp3* and *Twist2* were significantly increased when Lin28a was highly expressed (Figure 2A). Western blot analysis also revealed higher levels of Igf2bp3 in Lin28a+ MuSCs (Figure 2B,C).

**FIGURE 2:**
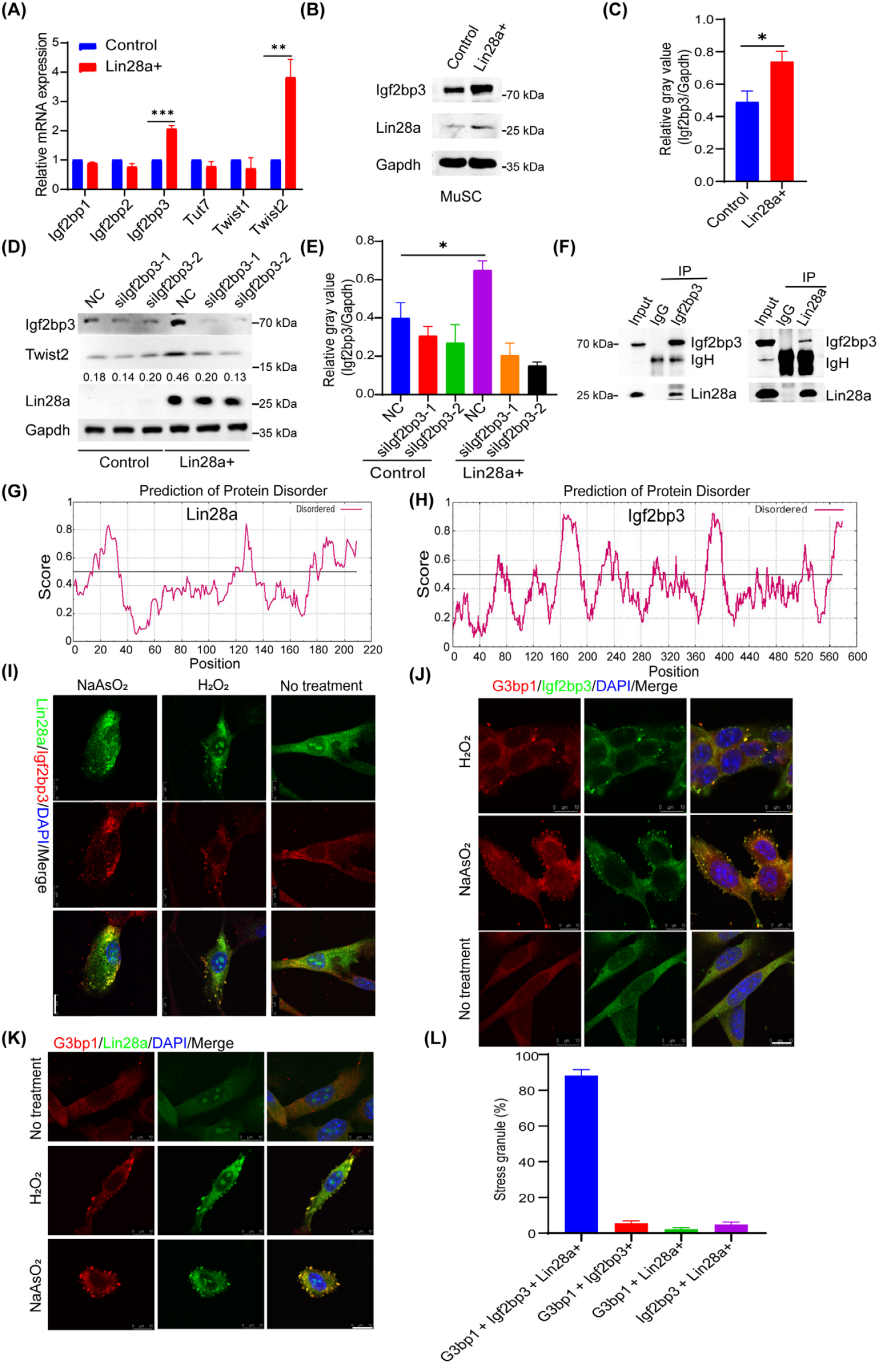
Lin‐28 homologue A (Lin28a) forms stress granules with insulin‐like growth factor 2 mRNA‐binding protein 3 (Igf2bp3). (A) RT‐qPCR analysis of the expression of Lin28a‐associated target genes between the Lin28a+ and control muscle stem cells (MuSCs) groups. (B) Western blot analysis revealed an increase in the protein level of Igf2bp3 when Lin28a was expressed in MuSCs. (C) Statistical analysis of the grey values of Igf2bp3/Gapdh. (D) Western blot analysis of Twist2 protein expression in Lin28a+ and control MuSCs groups after knockdown of Igf2bp3. (E) Statistical analysis of the grey values of Igf2bp3/Gapdh. (F) Co‐immunoprecipitation analysis was conducted in MuSC‐Lin28a+ cells to examine the interaction of Igf2bp3 and Lin28a. Intrinsically disordered regions of Lin28a (G) and Igf2bp3 (H) proteins were predicted using the IUPred2A. (I) Lin28a+ MuSCs were stimulated with oxidative stress using hydrogen peroxide (1 mM, 10 min), or oxidative and proteotoxic stress using sodium arsenite (200 μM, 2 h), and immunofluorescence analysis of the formation of stress granules by Igf2bp3 and Lin28a. Scale bar: 10 μm. (J) Immunofluorescence analysis of the formation of stress granules by Igf2bp3 and G3bp1. Scale bar: 10 μm. (K) Immunofluorescence analysis of the formation of stress granules by Lin28a and G3bp1. Scale bar: 10 μm. (L) Statistical analysis of the proportion of various types of stress granules. Data are presented as means ± SEM. Student's *t*‐test was performed for statistical analysis (*p < 0.05, **p < 0.01 and ***p < 0.001). DAPI, 4′,6‐diamidino‐2‐phenylindole; NC, negative control siRNA. RT‐qPCR, Quantitative reverse transcription polymerase chain reaction.

To investigate the functional relationships between Lin28a, Igf2bp3 and Twist2, we confirmed that overexpression of Lin28a in MuSCs increased the expression of Igf2bp3 and Twist2 through Western blot analysis. Additionally, when the expression of Igf2bp3 was knocked down using siRNAs, the expression of Twist2 decreased specifically in MuSCs that overexpressed Lin28a (Figure 2D,E), thus demonstrating the epistatic relationships in this regulatory pathway. Given that Twist2 has been previously shown to regulate stem cell proliferation and self‐renewal,^27^ we propose that Lin28a promotes MuSCs proliferation through a Lin28a‐Igf2bp3‐Twist2 pathway.

Given that both Lin28a and Igf2bp3 are RBPs, we asked if the two proteins also show direct protein–protein interactions. Reciprocal co‐immunoprecipitation analysis with either the Lin28a antibody or the Igf2bp3 antibody revealed that Lin28a protein does associate with Igf2bp3 protein in MuSCs as well (Figure 2F), and thus Lin28a promotes the formation of a Lin28a‐Igf2bp3 protein complex by autoregulating *Igf2bp3* expression (Figure 2B, C). Many RBPs that are known to interact with RNA, also form SG after exposure to stress‐inducing stimuli.^28^, ^29^ SG‐forming RBPs often contain intrinsically disordered regions (IDRs), which are regions of the protein that lack a well‐defined secondary or tertiary structure.^30^ IDRs are highly flexible and dynamic, allowing them to adopt multiple conformations and interact with a variety of binding partners. This flexibility is thought to be important for RBPs to interact with multiple RNA targets and to facilitate the assembly of SGs.^31^ For example, the IDR of the RBP TIA‐1 is required for its ability to phase separate and form SGs, whilst the IDR of G3BP1 is important for the recruitment of mRNAs to SGs.^32^, ^33^ Thus, we analysed the IDRs of Lin28a and Igf2bp3 using the online prediction tool IUPred2A (Figure 2G,H).^34^ Both Lin28a and Igf2bp3 exhibited significant numbers of IDRs, providing the basis for phase separation. In particular, Lin28a had one IDR at each terminus, flanking the cold shock domain (amino acids 39–112) and zinc finger domain (amino acids 137–176), respectively, suggesting that the RNA‐binding domains and their RNA targets would interact closely with the SG‐forming IDRs during a stress response. G3bp1 is a critical component in the assembly of SG, which are cellular structures formed in response to various stressors. These granules serve as sites for mRNA storage and regulation during stress conditions. G3bp1's interaction with other proteins, particularly RasGAP, facilitates stress granule formation and dynamics, influencing mRNA metabolism and translation regulation.^32^ We treated MuSCs with H_2_O_2_ (1 mM, 10 min) or NaAsO_2_ (200 μM, 2 h) to model cellular oxidative and proteotoxic stress stimuli. Immunofluorescence analyses confirmed that Lin28a, Igf2bp3 and G3bp1 colocalized to form SGs (Figure 2I–K). Similarly, in MuSCs overexpressing GFP‐Lin28a, Lin28a, Igf2bp3 and G3bp1 can also simultaneously enrich to form SG (Figure S2A). Altogether, Lin28a and Igf2bp3 respond to stress stimuli, forming SG to regulate the expression of RNAs, including *Igf2bp3* mRNA itself. It can also be seen that the majority of SGs are G3bp1+ Lin28a+ Igf2bp3+ SGs, whilst only a minority lack one of the three components, with G3bp1+ Lin28a+ SGs being the most infrequently observed (Figure 2L), in turn suggesting that Igf2bp3 most likely anchored the formation of Lin28a+ SGs. This is especially interesting, because Igf2bp3 is well‐known to be an m^6^A reader protein.

### 3.3 Lin28a and Igf2bp3 cooperatively enrich the mRNA of DNA damage repair‐related genes

To further analyse the regulatory mechanisms of the Lin28a‐Igf2bp3 protein complex on RNA metabolism, we performed RIP‐seq with Lin28a or Igf2bp3 antibodies, MeRIP‐seq with m^6^A antibody and RNA‐seq analysis in control versus Lin28a+ MuSCs. 

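Igf2bp3 is a protein that binds m6A-modified RNA, and the Igf2bp3-RIP covered 4 libraries, 2 from control and 2 from Lin28a+ MuSCs. The authors deposited whole-number counts for 19465 peaks in 4527 genes, without scaling. These summed to 9215355 and 27592959 in control replicates 1 and 2 and to 12617254 and 34142094 in Lin28a+ replicates 1 and 2. Replicate 2 was sequenced deeper than replicate 1 in both groups. The chi-square per degree of freedom between replicates was 99.7 in control and 99.5 in Lin28a+ MuSCs, and the common biological coefficient of variation was 27.9%. In edgeR's quasi-likelihood test, 24 peaks differed between Lin28a+ and control MuSCs at an adjusted p under 0.05, with 12 higher and 12 lower. At an unadjusted p under 0.05, 1017 peaks differed, and DESeq2 called 263 peaks at an adjusted p under 0.05. The edgeR model held no replicate block. The difference between replicates 1 and 2 correlated between the groups across peaks (r = 0.697), so a batch shared by a replicate number is a candidate explanation. With a replicate block far more peaks passed, among them all 24, but the labels do not say that a number marks a batch. On simulated counts with 200 peaks changed at least 2-fold and without a batch, 48% of the changed peaks were called. The 3 higher peaks with the smallest p lie on chromosome 2 from 84442427 to 84443077 in Tfpi, on chromosome 1 from 164149016 to 164149300 in Selp and on chromosome 1 from 118855571 to 118855794 in Mir6346. Their log2 fold changes were 4.23, 4.91 and 4.64. The 3 lower peaks with the smallest p lie on chromosome X from 41402676 to 41402895 in Gria3, on chromosome 6 from 4541099 to 4541320 in Col1a2 and on chromosome X from 42262507 to 42262821 in Stag2, with log2 fold changes of -4.68, -4.29 and -3.29. The adjusted p was 0.0424 for each of these 6 peaks in edgeR's quasi-likelihood test. Relative to the input, in a model with both assays and an interaction term, 43 of 3968 genes differed, with 14 higher and 29 lower, and 954 differed at an unadjusted p under 0.05. Scaling by total counts alone moved the median of this comparison by 0.13 on the log2 scale and gave 32 higher and 13 lower.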

The peaks enriched by RIP‐seq are annotated in Table S3. 

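The coordinates are given as in the deposited tables, which do not name a genome build. Of the Lin28a-RIP peaks, 86.1% overlapped the gene they are annotated to at its position in the mouse assembly GRCm38.p6, as did 80.6% of the Igf2bp3-RIP peaks. The peaks had a median width of 285 bp for Lin28a-RIP and 271 bp for Igf2bp3-RIP, and at least 200 bp in both tables. A gene with peaks had a median of 3 in each table. Of the 21616 Lin28a-RIP peaks, 11327 overlapped an Igf2bp3-RIP peak by at least 1 bp (52.4%, Wilson 95% interval 51.7 to 53.1). When the Lin28a-RIP peaks were shifted at random within the span of the peaks of the same gene, the mean share over 100 shifts was 16.6%. Requiring that each peak cover at least 50% of the other lowered the shares to 43.0% and 5.05%. Among Lin28a-RIP peaks of genes that also have an Igf2bp3-RIP peak, a comparison added after the first shares had been seen, 57.5% overlapped, against 18.2% after shifting. The intervals cover counting error only.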

Venn diagram analysis of the Lin28a/Igf2bp3/m^6^A‐RIP‐seq data showed that 2471 transcripts were co‐bound to Lin28a/Igf2bp3/m^6^A antibodies (Figure 3A). 

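The tables list both a gene and a transcript for each peak, so the overlap was counted in both ways. Counted by gene, 2238 genes were in the Lin28a-RIP, Igf2bp3-RIP and m6A-RIP tables, 500 in Lin28a-RIP and Igf2bp3-RIP alone, 529 in Lin28a-RIP and m6A-RIP alone and 1425 in Igf2bp3-RIP and m6A-RIP alone. There were 226 genes only in Lin28a-RIP, 364 only in Igf2bp3-RIP and 5224 only in m6A-RIP. Counted by transcript identifier, 2471 transcripts were in all 3 tables, 2212 in Lin28a-RIP and Igf2bp3-RIP alone, 736 in Lin28a-RIP and m6A-RIP alone, 1551 in Igf2bp3-RIP and m6A-RIP alone, 1451 only in Lin28a-RIP, 1156 only in Igf2bp3-RIP and 8384 only in m6A-RIP. Among expressed genes, 2310 were bound by both Lin28a and Igf2bp3, against 962 if binding were independent. The odds ratio of this overlap was 18.9 (95% interval 17.0 to 21.1, Fisher's exact test) and 18.4 with the log2 input level as a covariate. The odds ratio was 3.14 (2.82 to 3.50) between Lin28a-RIP and m6A-RIP and 3.95 (3.58 to 4.37) between Igf2bp3-RIP and m6A-RIP.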

We categorised all enriched transcripts into four groups: (1) transcripts only bound by Lin28a (Lin28a only‐RIP), (2) transcripts only bound by Igf2bp3 (Igf2bp3 only‐RIP), (3) transcripts bound by both Lin28a and Igf2bp3 but not by the m^6^A antibody (Lin28a Igf2bp3‐RIP) and (4) transcripts bound by Lin28a, Igf2bp3 and m^6^A antibodies simultaneously (Lin28a Igf2bp3 m^6^A‐RIP). 

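A transcript placed in 1 of these groups can belong to a gene whose other transcripts are listed in another table, since each peak is annotated to a single transcript. Of the transcripts found only in Lin28a-RIP, 1155 (79.6%) belonged to a gene that another table lists through a different transcript; Igf2bp3-RIP lists the gene for 60.4% and m6A-RIP for 65.5%. Of the transcripts found only in Igf2bp3-RIP, 756 (65.4%) had their gene in another table. Among the transcripts of the third group, 1499 (67.8%) had their gene in the m6A-RIP table.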

GO annotation was performed for each of these four groups of transcripts, and the top 10 enriched cellular processes were plotted. 

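The 9 gene lists were tested in each of the 4 groups of genes, counted by gene, with Fisher's exact test against all expressed genes and Benjamini-Hochberg adjustment over the 36 tests. These tests were added after the binding of the lists by Lin28a had been seen. In the group bound by Lin28a and Igf2bp3 and listed for m6A, 38 of 95 cell cycle genes were found (40.0%, Wilson 95% interval 30.7 to 50.1; odds ratio 3.23, adjusted p = 5.29e-06). In the group bound by Lin28a and Igf2bp3 but not listed for m6A, 14 of these 95 genes were found (14.7%, interval 8.99 to 23.2; odds ratio 5.56, adjusted p = 2.30e-05). For DNA repair genes the odds ratio was 1.39 in the first group (43 of 192 genes, adjusted p = 0.238) and 1.73 in the second (10 of 192 genes, adjusted p = 0.261), and neither passed the threshold. The first group held fewer oxidative phosphorylation genes (odds ratio 0.305, adjusted p = 0.0451) and ribosome genes (odds ratio 0.176, adjusted p = 0.00264) than other expressed genes did. Gene length was not a covariate here either. With groups formed by transcript, the cell cycle passed and DNA repair did not in either group. The DNA repair odds ratios were then 1.495 and 1.597, with an unadjusted p of 0.0319 and 0.0287 in Fisher's exact test. Adjusted over the 36 tests, p was 0.0718 and 0.0689.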

The results showed that both the Lin28a Igf2bp3 m^6^A‐RIP group and the Lin28a Igf2bp3‐RIP group were involved in regulating processes such as cell division and DNA damage repair. The Lin28a only‐RIP group of transcripts was primarily involved in cellular processes such as double‐stranded break repair, metabolic processes and cell division. In contrast, the Igf2bp3 only‐RIP group of transcripts was primarily involved in DNA transcription and protein phosphorylation (Figure 3B). 

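Of the expressed genes, 144 were bound by Lin28a only. They held 7 of the 192 DNA repair genes (odds ratio 3.03, p = 0.0113, adjusted p = 0.0681 over the 36 Fisher's exact tests). For the TCA cycle, 2 of 28 genes were in this group (odds ratio 6.04, adjusted p = 0.220), and for DNA replication 2 of 35 (odds ratio 4.75, adjusted p = 0.238). A single cell cycle gene of 95 was found (odds ratio 0.824). None of the 9 lists passed the adjusted threshold in this group, and 2 of them, DNA repair and the TCA cycle, had an unadjusted p under 0.05. With the group formed by transcript, a choice made after these values were seen, its transcripts belonged to 852 expressed genes, and 7 of the 9 lists passed. This group held 33 DNA repair genes (odds ratio 2.61, adjusted p = 7.49e-05 over 36 Fisher's exact tests), 20 cell cycle genes (odds ratio 3.33, adjusted p = 1.88e-04) and 9 TCA cycle genes (odds ratio 5.87, adjusted p = 0.00100).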

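The group bound by Igf2bp3 only held 239 expressed genes, and none of the 9 lists passed the threshold in it or had an unadjusted p under 0.05. It contained 6 of the 192 DNA repair genes (odds ratio 1.51, adjusted p = 0.594) and 1 of the 95 cell cycle genes (odds ratio 0.491, adjusted p = 0.934). With the group formed by transcript, 0 of the 9 lists passed and 0 had an unadjusted p under 0.05. Lists for DNA transcription and protein phosphorylation were not used here.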

We then considered genes significantly enriched in various biological processes from all these groups as the denominator, and calculated the proportion of genes involved in the DNA damage response (DDR). 

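The share of DNA repair genes was computed with all genes of a group as the denominator, since the enriched GO terms of the study were not used here. In the group bound by Lin28a only, 8 of 226 genes were on the DNA repair list (3.54%, Wilson 95% interval 1.80 to 6.83). The share was 1.65% (6 of 364 genes, interval 0.758 to 3.55) for genes bound by Igf2bp3 only. It was 2.20% (11 of 500 genes, interval 1.23 to 3.90) for genes bound by Lin28a and Igf2bp3 but not listed for m6A. For genes in all 3 tables it was 2.01% (45 of 2238 genes, interval 1.51 to 2.68). Of all expressed genes, 1.70% were on the list. Among expressed genes, the Lin28a only group differed from the remaining genes (Fisher's exact test, adjusted p = 0.0454 over the 4 groups), while the adjusted p was 0.304 for the Igf2bp3 only group and 0.124 for the other two. In this setting the intervals of the 4 groups overlap, and the groups were not tested against each other. With at least 100 counts required in every library, the Lin28a only share was 5.54% (interval 3.65 to 8.32). The upper bounds were then 2.44 for Igf2bp3 only, 3.56 for both proteins without m6A and 2.31 for all 3 tables. The odds ratio of Lin28a only was then 4.46 (Fisher's exact test, adjusted p = 2.98e-06 over the 4 groups). This cut kept 21439 of 21616 Lin28a-RIP peaks but 15272 of 19465 Igf2bp3-RIP peaks, and 1 Igf2bp3-RIP library held only 9215355 counts. The Lin28a only group grew from 226 to 379 genes. Genes can thus enter it by losing weaker peaks of the other tables, so the rise is not a stricter check of the share. With groups formed by transcript, a choice made after the data were seen, the shares were 3.71%, 1.54%, 2.31% and 2.13% in the same order. There the Lin28a only interval, 2.68 to 5.11, lay above that of Igf2bp3 only, 0.937 to 2.53, and overlapped those of the remaining groups.

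**Figure D3:**
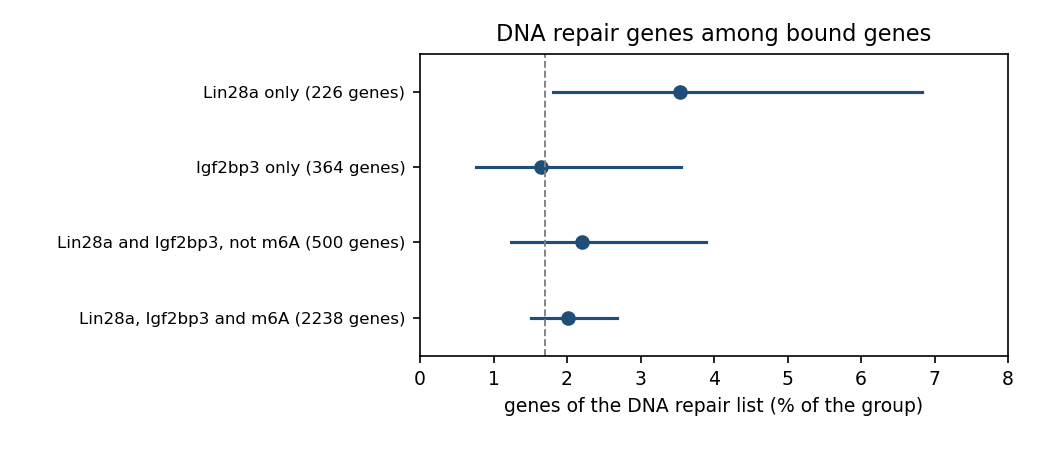
Share of genes on the DNA repair list (x axis, percent) in each group of bound genes. Points are shares, lines Wilson 95% intervals, and the dashed line marks the share among expressed genes; the point for Lin28a only lies farthest to the right and its interval overlaps the other 3.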

The results revealed that genes enriched in the Lin28a only‐RIP had the highest proportion of DDR genes (26.4%), whereas the Lin28a Igf2bp3 m^6^A‐RIP, Lin28a Igf2bp3‐RIP and Igf2bp3 only‐RIP had 15%–17% DDR genes (Figure S2B).

**FIGURE 3:**
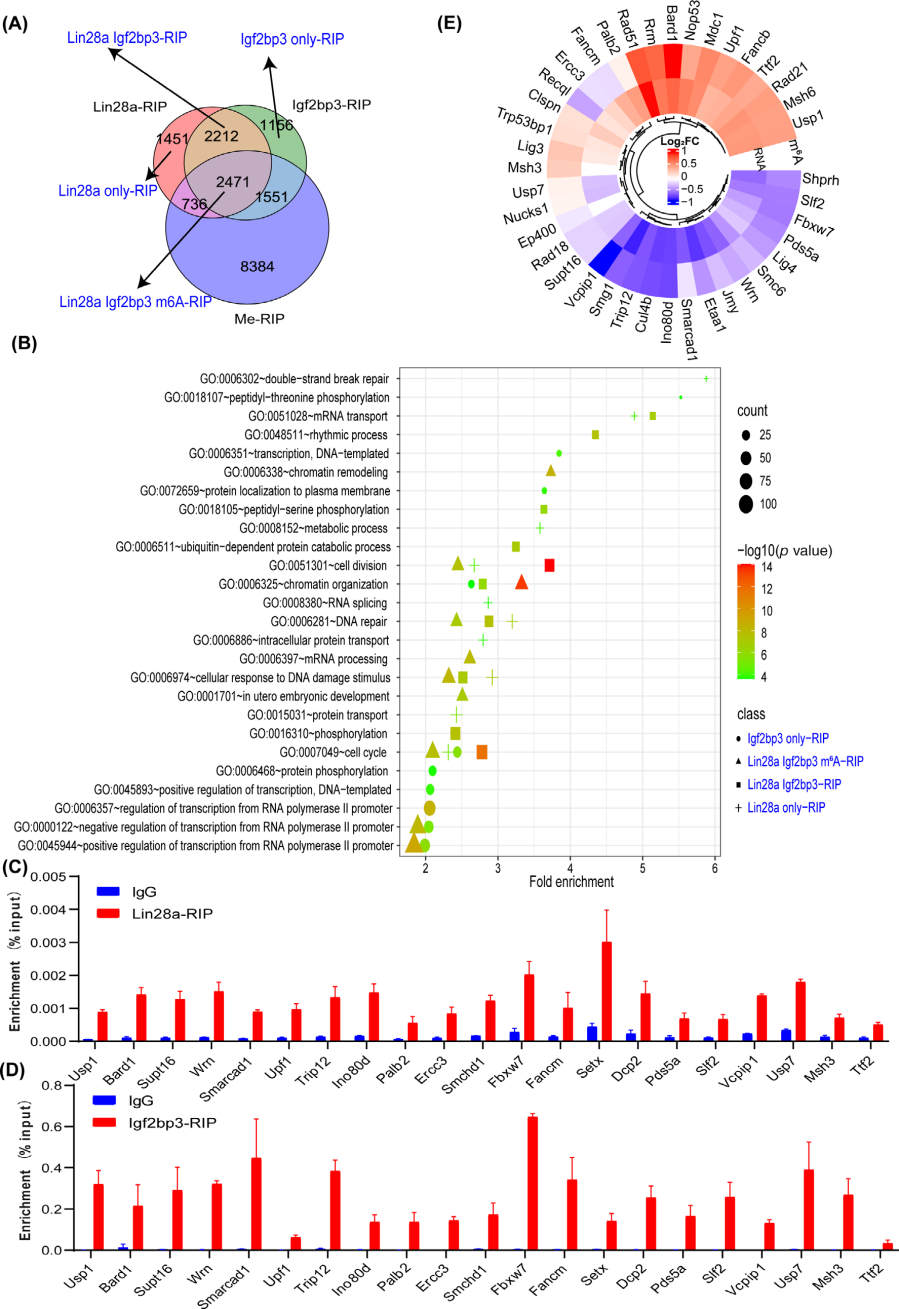
Lin‐28 homologue A (Lin28a) and insulin‐like growth factor 2 mRNA‐binding protein 3 (Igf2bp3) cooperatively enriches the mRNA of DNA damage repair‐related genes. (A) Venn diagram analysis of the Lin28a/Igf2bp3/N6‐methyladenosine (m^6^A)‐RNA immunoprecipitation (RIP)‐seq data. (B) Gene ontology identified the biological processes in which Lin28a/Igf2bp3/m^6^A‐bound transcripts are involved. The top 10 cellular processes of each gene group are plotted. (C) Lin28a‐RIP‐qPCR validated the mRNA enrichment of DNA damage repair‐related genes in Lin28a+ MuSCs. (D) Igf2bp3‐RIP‐qPCR validated the mRNA enrichment of DNA damage repair‐related genes in Lin28a+ MuSCs. (E) Heat map showing the differential expression and m^6^A modification of DNA damage response‐related genes.

Given the significant enrichment of DNA repair‐related pathways in transcripts bound by both Lin28a and Igf2bp3, we focused on DNA repair mRNA targets. We validated the enrichment of genes involved in the DNA repair pathway by Lin28a/Igf2bp3‐RIP‐qPCR, and IgG was used as the control. The results showed a significant enrichment of *Usp1*, *Fancm* and *Fbxw7* and other gene transcripts bound by Lin28a and Igf2bp3 (Figure 3C,D). 

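In the heatmap of Fig. 3E, the symbols of 38 genes of the DNA damage response could be read in full, and all of these had rows in the Lin28a-RIP, Igf2bp3-RIP and m6A-RIP tables. In the input, 36 of them could be tested with edgeR's quasi-likelihood test, and 9 were higher and 16 lower in Lin28a+ MuSCs past the threshold over all genes. Adjusted over the list alone, 25 passed; because the study chose these genes on the same libraries, this is not independent evidence. In m6A-RIP, 9 of the 38 were higher and 19 lower, and 28 passed when adjusted over the list alone. Bard1 rose by 0.64 in RNA and 0.84 in m6A-RIP. Fancm RNA was low, with 24 and 29 counts in control and 11 and 14 in Lin28a+ MuSCs, a log2 fold change of -0.87; its adjusted p was 0.0204 in edgeR's quasi-likelihood test and 0.394 with DESeq2. Usp1 RNA rose from 38.6 ± 0.514 to 50.4 ± 1.83 CPM (mean ± SD, n = 2), a log2 fold change of 0.38, with an adjusted p of 0.00116 in edgeR's quasi-likelihood test and 0.150 with DESeq2. Fbxw7 had a log2 fold change of -0.41 in RNA (adjusted p = 0.152 in edgeR's quasi-likelihood test) and -0.68 in m6A-RIP (adjusted p = 6.51e-06). For Fbxw7 in RNA, multiplying the input values back to whole numbers, chosen after the values had been seen, gave an adjusted p of 0.00267. Smg1 and Trip12 fell in RNA by 0.90 and 0.74 and in m6A-RIP by 0.78 and 0.80 on the log2 scale.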

Compared to the control group, we found that these DNA repair gene transcripts have differentially methylated levels at their m^6^A positions and different expression levels (Figure 3E). In summary, our findings suggest that the Lin28a‐Igf2bp3 complex enriches DNA repair‐related transcripts through m^6^A modification, and might promote DNA repair after SG formation in the face of transient cellular stress during MuSCs' self‐renewal.

### 3.4 Lin28a promotes the mRNA stability of DNA damage repair genes and proliferative capacity by enriching m^6^A‐modified transcripts in stress granules

Although the analysis of all the m^6^A‐modified transcripts showed that there were no significant differences in m^6^A modification motifs (Figure S3A), peak distribution (Figure S3B) and the proportion of modified regions in individual RNAs (Figure S3C) in Lin28a+ MuSCs. Compared to the control group, we found that some DNA repair gene transcripts have differentially methylated levels at their m^6^A positions (Figure 3E). 

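Because an m6A-RIP count follows the amount of RNA, the change of m6A was also tested relative to the input, with both assays in 1 edgeR model and an interaction term of cells and assay. Of the genes in both tables, 576 differed at an adjusted p under 0.05, with 246 higher and 330 lower in Lin28a+ MuSCs, and 1363 differed at an unadjusted p under 0.05. DESeq2 gave 344 genes. Among the 38 genes of Fig. 3E, 2 passed over all genes, and 2 when adjusted over the list alone. Nucks1 was higher relative to the input (log2 change 0.20, standard error 0.049, adjusted p = 0.0383 from edgeR's quasi-likelihood test), with -0.35 in RNA and -0.14 in m6A-RIP. Nop53 was lower (log2 change -0.29, standard error 0.051, adjusted p = 0.00548 from edgeR's quasi-likelihood test), with 0.56 in RNA and 0.28 in m6A-RIP. The 3 genes that rose with the smallest p among all genes were Gm21887, Megf10 and Mvp, with log2 changes of 11.08, 2.91 and 1.48 relative to the input. Reads of Gm21887 can be shared with a near-identical copy, so its value is uncertain. The 3 that fell with the smallest p were Pold2, Pebp1 and Nelfcd, with -4.92, -2.03 and -2.65. Pold2 encodes a subunit of DNA polymerase delta. Its RNA rose from 33.6 ± 1.77 to 81.7 ± 3.67 CPM while its m6A-RIP count, from 1 row, fell from 239.5 ± 8.14 to 19.6 ± 2.47 CPM (mean ± SD, n = 2). Its only Igf2bp3-RIP peak also fell relative to the input (log2 change -4.76, standard error 0.39, adjusted p = 0.00748 from edgeR's quasi-likelihood test). Less methylation and less RNA of the stretch that was pulled down cannot be told apart here. From its findings on the transcripts of Fig. 3, the paper proposes that the complex of Lin28a and Igf2bp3 enriches DNA repair transcripts through m6A.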

According to previous reports, m^6^A modification can promote the formation of SG.^23^ Therefore, we investigated the impact of m^6^A modification level on the specific SG formation of Lin28a with an m^6^A inhibitor (STM2457) treatment, and the duration and size of GFP‐Lin28a‐SG were detected by live‐cell imaging system (Figure 4A). Western blot analysis showed no change in the abundance of Lin28a‐SG‐associated proteins, such as G3bp1, Igf2bp3 and Tia1, before and after STM2457 treatment (Figure 4B). However, analysis of the size and time of GFP‐Lin28a‐SG formation showed that inhibition of mRNA m^6^A modification significantly reduced the SG size and slowed the SG aggregation speed (Figure 4C). Furthermore, STM2457 significantly reduced the proliferation activity of MuSCs, and this inhibitory effect of STM2457 was diminished and not significant when Igf2bp3 and Lin28a were knocked down simultaneously (Figure 4D), indicating that the m^6^A‐dependent proliferative capacity required the Lin28a‐Igf2bp3 complex.

**FIGURE 4:**
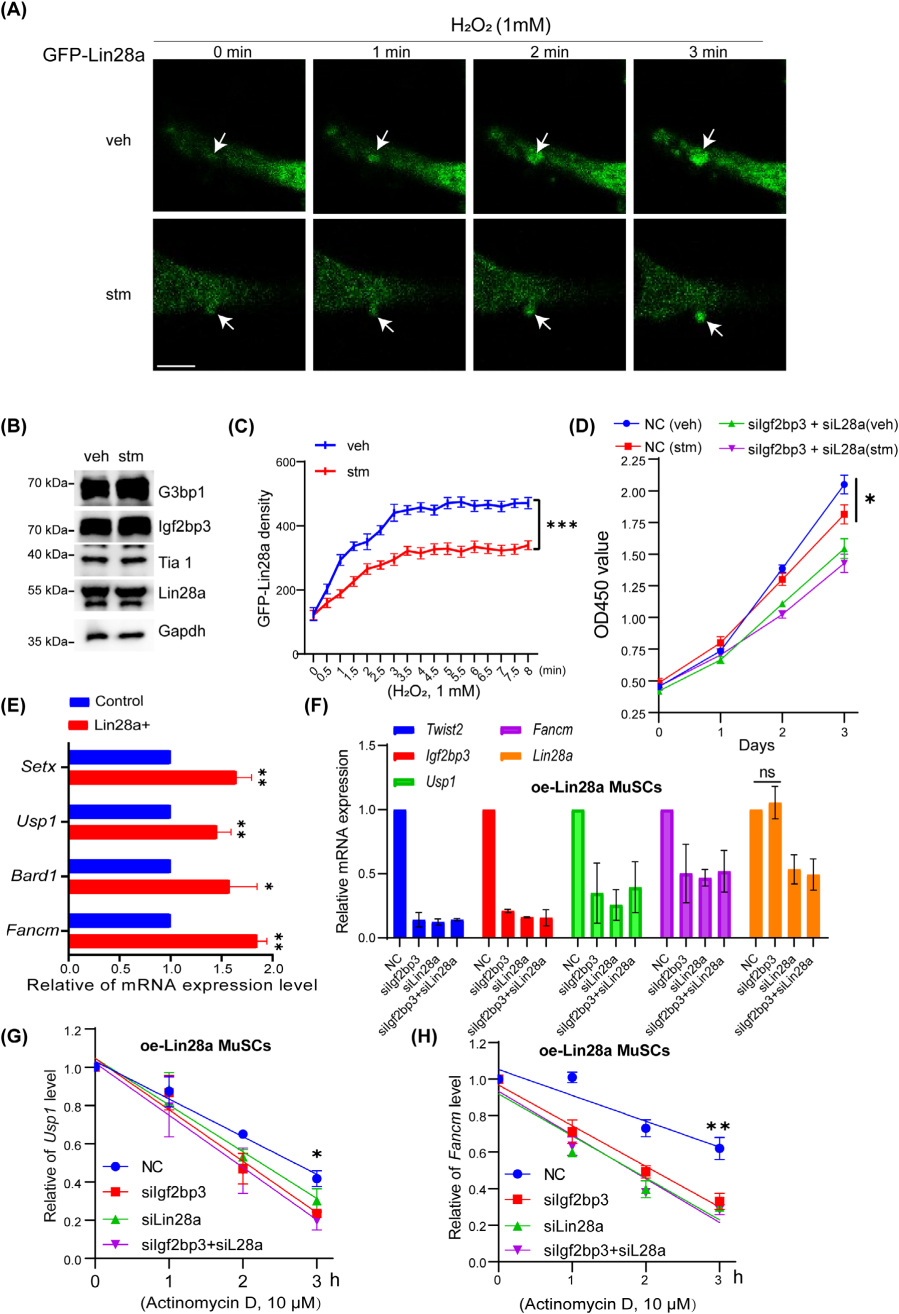
Lin‐28 homologue A (Lin28a) promotes the mRNA stability of DNA damage repair genes and proliferative capacity by enriching N6‐methyladenosine (m^6^A)‐modified transcripts in stress granules. (A) After 24 h of treatment with 20 μM m^6^A inhibitor STM2457 (stm), live‐cell imaging analysis was performed to observe the time and size of GFP‐Lin28a‐stress granules (SG) formation in muscle stem cells (MuSCs) under H_2_O_2_ treatment (1 mM), relative to vehicle treatment (veh). Scale bar: 5 μm. (B) Western blot analysis showed no change of Lin28a‐SG‐associated proteins, such as G3bp1, insulin‐like growth factor 2 mRNA‐binding protein 3 (Igf2bp3) and Tia1, after STM2457 treatment (stm), relative to vehicle treatment (veh). (C) Based on the imaging in (A), the fluorescence density of GFP‐Lin28a‐SG was calculated and compared between the stm and veh groups. The addition of STM2457 significantly reduces the size of GFP‐Lin28a‐SG and also prolongs the formation time. (D) MuSCs treated with STM2457 at 20 μM (stm), followed by CCK8 analysis to assess changes in cell proliferation after 1, 2 and 3 days, relative to vehicle treatment (veh). (E) RT‐qPCR was performed to validate the differential expression of mRNAs, such as *Fancm* and *Usp1*, between the Lin28a+ and control MuSCs groups. (F) RT‐qPCR analysis on MuSCs overexpressing Lin28a, for the expression changes of *Twist2*, *Igf2bp3*, *Usp1*, *Fancm* and *Lin28a* in the group of negative control siRNA (NC), siIgf2bp3, siLin28a or siIgf2bp3 + siLin28a. (G) The mRNA half‐life analysis revealed that under 10 μM actinomycin D treatment, MuSCs overexpressing Lin28a exhibited significant protection against *Usp1* mRNA degradation, whereas knockdown of Igf2bp3 and Lin28a disrupts this protective effect. (H) The mRNA half‐life analysis revealed that under actinomycin D (10 μM) treatment, MuSCs overexpressing Lin28a exhibited significant protection against *Fancm* mRNA degradation, whereas knockdown of Igf2bp3 and Lin28a disrupts this protective effect. Data are presented as means ± SEM. Student's *t*‐test was performed for statistical analysis (*p < 0.05, **p < 0.01 and ***p < 0.001). ns, no significant.

RT‐qPCR was performed to validate the differential expression of mRNAs between the Lin28a+ and control MuSCs groups. The results showed that Lin28a significantly promoted the mRNA expression of DNA damage repair‐related genes such as *Usp1*, *Fancm*, *Setx* and *Bard1* (Figure 4E). In MuSCs overexpressing Lin28a (oe‐Lin28a MuSCs), the expression changes of *Twist2*, *Igf2bp3*, *Usp1*, *Fancm* and *Lin28a* were examined in the negative control siRNA (NC), siIgf2bp3, siLin28a and siIgf2bp3 + siLin28a groups. The results indicated that siLin28a can significantly reduce the mRNA levels of *Igf2bp3*, *Twist2*, *Usp1* and *Fancm*, whilst siIgf2bp3 only decreased the mRNA levels of *Twist2*, *Usp1* and *Fancm* without affecting Lin28a expression, demonstrating the regulatory role of Lin28a in controlling the expression of DNA damage repair proteins Usp1 and Fancm through Igf2bp3 (Figure 4F). The mRNA half‐life analysis revealed that Lin28a can increase the half‐life of *Igf2bp3*, *Usp1* and *Fancm* mRNA (Figures 4G,H and S3D). When Lin28a and Igf2bp3 expression were inhibited by siRNAs, the half‐life of *Usp1* and *Fancm* mRNA significantly decreased in Lin28a‐expressing MuSCs (Figures 4G,H and S3E,F). In conclusion, these results indicate that Lin28a stabilises the mRNA of DNA repair‐related genes by recruiting m^6^A‐modified mRNAs to SG, thus promoting the proliferative capacity of MuSCs.

### 3.5 Lin28a and the m^6^A reader Igf2bp3 promote stress‐induced DNA repair and viability in MuSCs

In order to confirm the specific mechanism by which Lin28a recruits m^6^A‐modified mRNAs and influences DNA damage repair, we visualised the m^6^A peak enrichment of *Fancm* and *Usp1* in RIP‐seq and MeRIP‐seq data using IGV analysis (Figure S4A), which was also highly consistent with the m^6^A modification sites of Fancm and Usp1 predicted using the SRAMP software (Figure S4B).^35^ 

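The deposited RIP tables place 3 Lin28a-RIP and 3 Igf2bp3-RIP peaks in Usp1, on chromosome 4 between 98930748 and 98935403, all annotated to ENSMUST00000125104. Each of the 3 Lin28a-RIP peaks overlapped an Igf2bp3-RIP peak. The first Lin28a-RIP peak lies from 98930748 to 98931403 and the Igf2bp3-RIP peak it overlaps from 98930749 to 98931427. The Lin28a-RIP peak from 98933963 to 98934720 had 1572 and 1794 counts, and the peak from 98934922 to 98935222 had 441 and 365; both lie within 1 Igf2bp3-RIP peak from 98933962 to 98935403. Fancm had 6 Lin28a-RIP and 6 Igf2bp3-RIP peaks on chromosome 12 between 65097161 and 65130320, and 3 of the Lin28a-RIP peaks overlapped an Igf2bp3-RIP peak. The highest Lin28a-RIP counts in Fancm, 611 and 489, were in the peak from 65105612 to 65106753 of ENSMUST00000221838, and the highest Igf2bp3-RIP counts of Lin28a+ MuSCs, 161 and 314, in the peak from 65121532 to 65121961 of ENSMUST00000221175. The m6A-RIP table has 3 rows for each gene and no positions, so the place of the m6A peaks, their exons and untranslated regions were not analysed here.

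**Figure D4:**
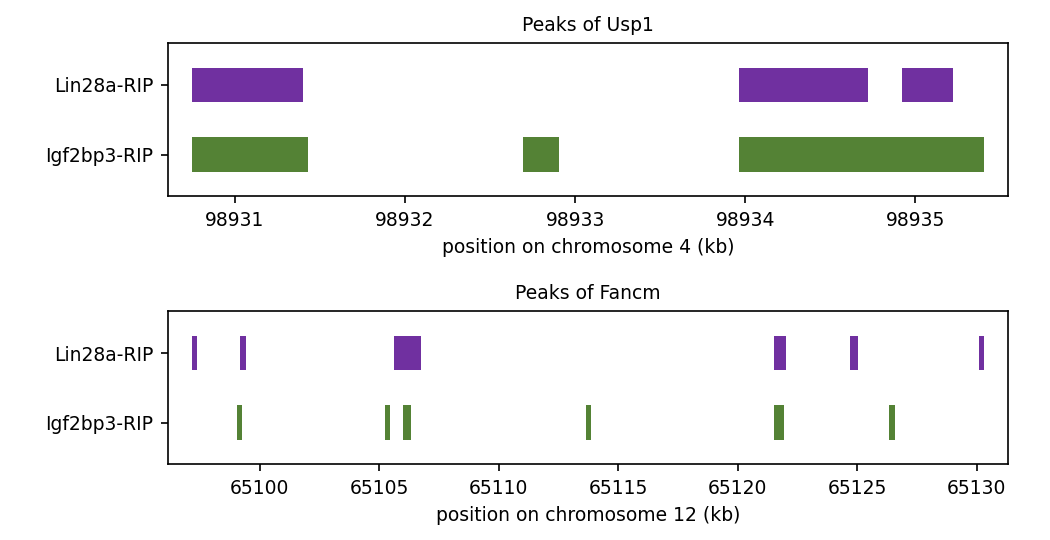
Position in kb along chromosome 4 (Usp1) and chromosome 12 (Fancm) of the peaks in the Lin28a-RIP and Igf2bp3-RIP tables, each bar drawn from the start to the end of a peak. In Usp1 all 3 Lin28a-RIP peaks overlap an Igf2bp3-RIP peak, and in Fancm 3 of 6 do.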

The results showed that *Fancm* exhibited the highest m^6^A on exon 14, whilst *Usp1* exhibited the highest m^6^A in the untranslated regions. Such differences in m^6^A modification sites might explain various post‐transcriptional processing events. We designed RT‐qPCR primers around these sites and validated the m^6^A modification levels of *Fancm* and *Usp1* using MeRIP‐qPCR. Compared to IgG, the m^6^A antibody can enrich *Usp1* and *Fancm* mRNA in both control and Lin28a+ MuSCs (Figure 5A). However, the mRNA of *Usp1* is more enriched in Lin28a+ MuSCs, whilst *Fancm* is more enriched in control MuSCs, which is consistent with the sequencing data in Figure 3E. 

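In the m6A-RIP sequencing libraries behind Fig. 3E, the 3 rows of Usp1 together had 99.0 ± 6.06 CPM in control and 129 ± 2.45 CPM in Lin28a+ MuSCs (mean ± SD, n = 2). The log2 fold change was 0.38 (standard error 0.049, adjusted p = 2.22e-05 from edgeR's quasi-likelihood test). For Fancm, the 3 rows had 9.94 ± 0.184 CPM in control and 6.58 ± 0.209 CPM in Lin28a+ MuSCs (mean ± SD, n = 2), a log2 fold change of -0.59 (standard error 0.16, adjusted p = 0.00482 from edgeR's quasi-likelihood test). Both genes kept these directions under total counts and when any 1 library was left out. Relative to the input, the change was -0.021 for Usp1 (standard error 0.094, adjusted p = 0.971) and 0.26 for Fancm (standard error 0.27, adjusted p = 0.856) in the edgeR interaction model, both within the error. With 1 library left out, the value of Usp1 ranged from -0.079 to 0.048. It was above 0 without control m6A-RIP replicate 1 (0.048) and without 1 of the Lin28a+ input libraries (0.015). That of Fancm was 0.072 without 1 of the Lin28a+ input libraries and 0.47 without the other.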

Although *Usp1* and *Fancm* exhibit different m^6^A modification levels in control and Lin28a+ MuSCs, due to the absence of Lin28a expression in the control cells, Lin28a still has a promoting effect on the expression of *Usp1* and *Fancm* in the Lin28a+ cells. Western blot analysis confirmed the upregulation of Usp1 and Fancm by Lin28a, and knocking down Igf2bp3 inhibited the promoting function of Lin28a (Figure 5B).

**FIGURE 5:**
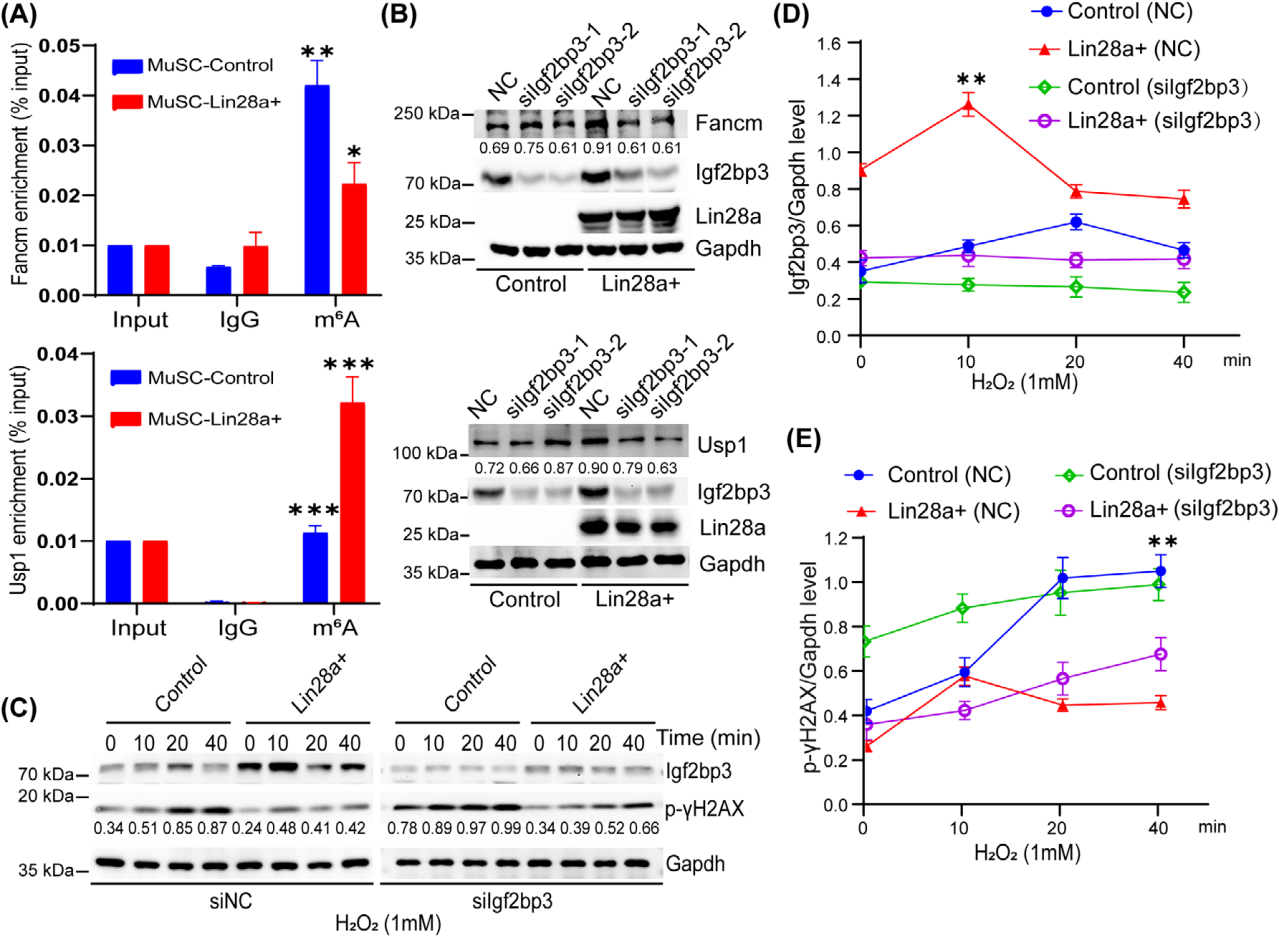
Lin‐28 homologue A (Lin28a) and the N6‐methyladenosine (m^6^A) reader insulin‐like growth factor 2 mRNA‐binding protein 3 (Igf2bp3) promote stress‐induced DNA repair and viability in muscle stem cells (MuSCs). (A) Methylated RNA immunoprecipitation‐qPCR analysis for the abundance of m^6^A modification in *Fancm* and *Usp1* mRNA. (B) Knockdown of Igf2bp3 in Lin28a+ and control MuSCs groups, and Western blot analysis of the protein level of Fancm and Usp1, Gapdh was chosen as the reference protein in this study. (C) Phosphorylation levels of γH2AX (p‐H2AX) were assessed by Western blot, after treating MuSCs with H_2_O_2_ (1 mM) for 10–40 min. (D) Statistical analysis of the grey values of Igf2bp3/Gapdh in (C). (E) Statistical analysis of the grey values of p‐γH2AX/Gapdh in (C). Data are presented as means ± SEM. Student's *t*‐test was performed for statistical analysis (*p < 0.05, **p < 0.01 and ***p < 0.001). NC, negative control siRNA.

To functionally validate the effects of the Lin28a‐Igf2bp3 complex on DNA repair in response to oxidative and proteotoxic stress stimuli, we treated MuSCs with H_2_O_2_ or NaAsO_2_, and compared the levels of phosphorylated γH2AX (p‐γH2AX) in the presence of Lin28a overexpression and/or Igf2bp3 knockdown. Western blot results showed that H_2_O_2_ or NaAsO_2_ stimulation of MuSCs increased the phosphorylation level of p‐γH2AX and DNA damage (Figure S5A, left and Figure 5C, left). Lin28a effectively enhanced DNA damage repair capacity and weakened the sharp increase in DNA damage. Lin28a's enhancement of DNA repair was blunted by knocking down Igf2bp3, as evidenced by the sharper increase in DNA damage after siIgf2bp3 (Figure S5A, right and Figure 5C, right). Statistical analysis of experimental replicates' protein data demonstrated that Igf2bp3 was significantly higher in Lin28a+ MuSCs throughout the stress response, and in fact transiently increased further at 10 min upon stimulation with hydrogen peroxide (Figure 5D, red), likely due to the autoregulatory loop between Lin28a and Igf2bp3 (Figure 2B,C), which translated to a reversal of the DNA damage by 20 min (Figure 5E, blue vs. red). Partial knockdown of Igf2bp3 (Figure 5D, violet) led to an abrogation of the DNA damage repair response, as evidenced by the sharper rise in p‐γH2AX (Figure 5E, violet vs. red). Cellular viability analysis indicated that knockdown of Igf2bp3 or Lin28a results in a significant decrease in MuSCs' resistance to the oxidative and proteotoxic stress mediated by H_2_O_2_ or NaAsO_2_ (Figure S5B,C), and knocking down Igf2bp3 also reduced the cell proliferation rate of MuSCs (Figure S5D). Taken together, our results show that the Lin28a‐Igf2bp3 complex in SGs regulates a number of m^6^A‐modified DNA damage repair‐related genes' expression, thereby boosting MuSCs' capacity for stress resistance during self‐renewal and proliferation.

## 4 DISCUSSION

In this study, we isolated Lin28a+ MuSCs from mouse muscle tissue and identified the protein factor Igf2bp3 that interacts with Lin28a. Our findings shed light on Lin28a+ Igf2bp3+ granules' RNA‐regulatory mechanisms. In response to acute oxidative and proteotoxic stress, Lin28a+ Igf2bp3+ granules aggregate mRNA of DNA damage repair‐related genes (*Usp1*, *Fancm*, etc.) through their m^6^A modifications, thereby promoting mRNA stability and providing the basis for DNA damage repair during MuSCs' self‐renewal (Figure 6). This molecular mechanism elucidates the important role of Lin28a+ MuSCs in responding to accumulated stress and preventing stem cell senescence. Previous studies have shown that haematopoietic stem cells undergo senescence during ageing due to cumulative DNA damage from oxidative stress.^36^ Moreover, previous studies have shown that DNA repair capacity is crucial for preventing senescence and ensuring the long‐term self‐renewal of multiple tissue stem cell types.^37^ It appears that Lin28a+ MuSCs are shielded from stress damage and senescence, for long‐term self‐renewal, in part through the Lin28a‐Igf2bp3 RNA granules.

**FIGURE 6:**
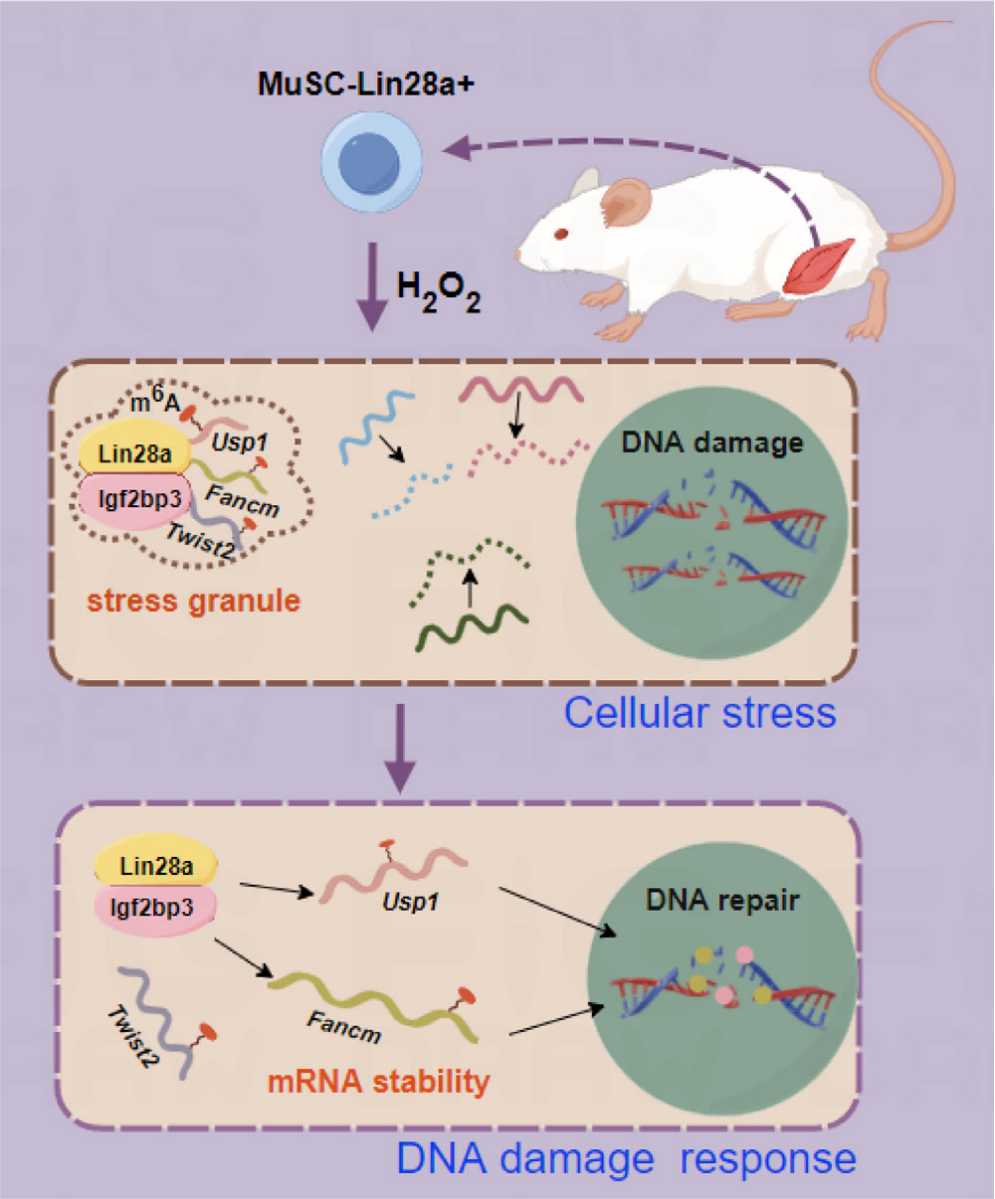
A model diagram representing the interaction of Lin‐28 homologue A (Lin28a) with insulin‐like growth factor 2 mRNA‐binding protein 3 (Igf2bp3) to regulate N6‐methyladenosine (m^6^A)‐modified stress response genes in RNA granules to promote self‐renewal of primary muscle stem cells. MuSCs, muscle stem cells.

Lin28a has been shown in previous studies to play important roles in adult tissue regeneration and energy metabolism.^15^, ^38^ Further investigations have revealed its crucial role in maintaining the self‐renewal of adult tissue stem cells, including a population of MuSCs that exhibited a more primitive and embryonic‐like state.^25^, ^39^ In addition to regulation of target genes through the *let‐7* miRNA system,^40^, ^41^ Lin28a can be packaged into ribonucleoprotein complexes, thus regulating the dormancy versus translation of multiple target gene mRNAs.^42^ Through *let‐7*, Lin28a has been shown to regulate the Igf2bp1–3 family, but not always in tandem, in different cell types.^43^ In Lin28a+ MuSCs, Lin28a significantly increased the mRNA levels of Igf2bp3 and bound to Igf2bp3 protein, but did not affect the expression of Igf2bp1 and Igf2bp2, demonstrating the specificity of regulation between Lin28a and Igf2bp3 in MuSCs. As both Lin28a and Igf2bp3 are mRNA‐binding proteins, we investigated the collaborative regulation of mRNA stability by the Lin28a‐Igf2bp3 complex in MuSCs, and found that they bound and promoted the stability of m^6^A‐modified DNA repair gene mRNAs, and thus DNA repair protein expression during MuSCs proliferation. Whilst previous studies had shown that Lin28a localises to SG in pluripotent stem cells,^44^ their exact function had remained unclear. Our findings indicate that in MuSCs, Lin28a‐Igf2bp3 granules can promote DNA repair capacity in the face of oxidative and proteotoxic stress to ensure the proliferative capacity and self‐renewal of stem cells.

Igf2bp3, a well‐characterised m^6^A reader protein, has been implicated in post‐transcriptional regulation of gene expression.^45^ Previous studies have shown that the phase separation of m^6^A‐modified RNAs is facilitated by proteins with IDR domains like Igf2bp3^16^, ^23^ and, as we have shown, Lin28a. This spatiotemporal control of m^6^A‐modified mRNA stability and expression through Lin28a‐Igf2bp3 granules provides an additional layer of complexity in gene expression regulation. m^6^A modification is a dynamic and reversible RNA modification that plays a crucial role in regulating gene expression.^46^ Interestingly, m^6^A, Lin28 and Igf2bp expression are all required for early embryonic development, and decrease in the later stages of embryonic development,^12^ suggesting that the spatiotemporal control of m^6^A‐modified mRNAs by Lin28a‐Igf2bp3 granules is important to safeguard stem/progenitor cell self‐renewal. In this study, the insignificant expression of Lin28a in the control group does not affect the expression of Usp1 and Fancm. Lin28a obviously increases the expression of Igf2bp3 in Lin28a+ MuSCs. Under stressful conditions, the formation of SG is promoted by m^6^A, increasing the stability of mRNA for *Usp1* and *Fancm*, thereby enhancing DNA damage repair. Whilst Usp1 and Fancm exhibit different m^6^A modifications in control and Lin28a+ MuSCs, Lin28a's role in positively regulating RNA stability via Igf2bp3 is not affected. This explains why Lin28a+ MuSCs have superior stress responsiveness and self‐renewal capacity,^25^, ^47^ that is, to mitigate the oxidative stress and oxidative damage to DNA, especially in stem/progenitor cells and early embryonic development.

Oxidative stress is an imbalance between oxidation and antioxidant activity in the cell, and it is considered to be both a cause and an effect of proteotoxic stress, both of which are significant factors in cellular damage and senescence.^48^ Stress granules are cytoplasmic RNA–protein complexes that form in response to cellular stress (such as oxidative stress, proteotoxic stress, etc.), regulating the translation and degradation of mRNAs in tandem with cell cycle control.^49^ Recent studies suggest that certain membrane‐less organelle proteins or granules of cellular macromolecules undergo separation‐aggregation via phase separation mechanisms at different stages of the cell cycle to facilitate cell cycle progression.^50^ Moreover, reversible aggregation protects Cdc19 from stress‐induced degradation, and several enzymes required for the G1 phase can reversibly aggregate during transient stress to allow for a quick restart of the cell cycle after stress,^51^ and DHX9 SGs shield daughter cells from RNA damage originating from parental cells.^52^ Similarly, our study found that Lin28a forms granules with Igf2bp3 in the cytoplasm, to store m^6^A‐modified mRNAs involved in mitochondrial TCA cycle, oxidative stress response, DNA damage repair and so on (Figure 3B). This mechanism also explains why Lin28a+ MuSCs are more resistant to stress, pass through the G1 cell cycle phase more quickly (Figure 1E,F), and ensure the transfer of DDR‐related RNAs to daughter cells in an embryonic‐like manner.

In conclusion, we have found that Lin28a upregulates the expression of Igf2bp3 and interacts with Igf2bp3 protein. The Lin28a‐Igf2bp3 complex regulates m^6^A‐modified mRNAs, forming RNA granules that can undergo phase separation and respond to cellular stress stimuli with enhanced DNA repair capacity. This is beneficial for the proliferation of MuSCs and might play an important role in maintaining the long‐term self‐renewal capacity of muscle stem cells.

## AUTHOR CONTRIBUTIONS

DS designed and performed the experiments, and drafted the manuscript. YC, PW and YC helped with the experiments. NS‐C designed and supervised the entire project.

## CONFLICT OF INTEREST STATEMENT

The authors declare no conflicts of interest. Ng Shyh‐Chang is an Editorial Board member of Cell Proliferation and a co‐author of this article. He was excluded from the editorial decision‐making related to the acceptance of this article for publication in the journal.

## Supporting information

**FIGURE S1.** Lin28a promotes MuSCs proliferation. (A) Analysing the correlation between m^6^A modification abundance and transcript expression levels in MuSCs (Lin28+ vs. control), Pearson's *R* = 0.89. Generating heatmaps of transcripts related to DNA repair (B), cell cycle (C) and oxidative phosphorylation (D). CCK8 analysis demonstrates that (E) overexpression of Lin28a promotes MuSCs proliferation. (F) Knockdown of Lin28a reduces the proliferation rate of MuSCs. Data are presented as means ± SEM. Student's *t*‐test was performed for statistical analysis (*p < 0.05).

**FIGURE S2.** The localization and functional analysis of stress granules of Lin28a, Igf2bp3 and G3bp1. (A) Co‐localization analysis of Lin28a, Igf2bp3 and G3bp1 in stress granules. Scale bar: 10 μm. (B) Analysis of the proportion of DDR‐related genes in GO‐annotated biological processes.

**FIGURE S3.** Analysing MeRIP data, the mRNA half‐life of Usp1 and Fancm. (A) Homer‐annotated motif of the m^6^A‐modified sequences in MuSCs. (B) Distribution of m^6^A peaks in different regions of mRNA. (C) Proportion of m^6^A peaks in different regions of mRNA. (D) The mRNA stability of *Igf2bp3* after overexpression of Lin28a in MuSCs. (E, F) The mRNA stability of *Usp1* and *Fancm* after knockdown of Igf2bp3 in Lin28a+ MuSCs.

**FIGURE S4.** Analysis of the abundance of Fancm and Usp1 peaks and prediction of m^6^A modification. (A) IGV visualisation of the enrichment peaks of m^6^A/Lin28a/Igf2bp3‐RIP on *Fancm* and *Usp1* mRNAs. (B) SRAMP prediction of m^6^A modification sites on *Fancm* and *Usp1* mRNAs.

**FIGURE S5.** Lin28a and Igf2bp3 promote cell viability. (A) After treating MuSCs with NaAsO_2_ (500 μM) for 40 min, the changes in phosphorylation levels of γH2AX (p‐H2AX) were assessed by Western blot. (B, C) In MuSCs, knockdown of Igf2bp3 and Lin28a, combined with treatment with H_2_O_2_ or NaAsO_2_, resulted in a significant decrease in cell viability by CCK8 analysis. (D) Knocking down Igf2bp3 reduced the cell proliferation rate of MuSCs. Data are presented as means ± SEM. Student's *t*‐test was performed for statistical analysis (*p < 0.05, **p < 0.01).

**Table S1.** The primers used for quantitative analysis.

**Table S2.** The list of genes related to Lin28A expression.

**Table S3.** RIP‐peaks annotation.

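Table S3 lists for each peak its chromosome, its gene and transcript, its start and end and its counts, on separate sheets for Lin28a-RIP and Igf2bp3-RIP. The sheet for m6A-RIP lists the transcript and the gene without a position. The copy of Table S3 in hand is shortened, so the deposited tables were analysed in its place. A row is a stretch of a transcript where the immunoprecipitated reads accumulate, so a gene can have several rows.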

## Data Availability

The data that support the findings of this study are openly available in GSE262720 at https://www.ncbi.nlm.nih.gov/geo.

How the deposited data were processed for this re-analysis (not part of the article)

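Control and Lin28a+ MuSCs were compared in 14 libraries: 2 input libraries, 2 m6A-RIP libraries and 2 Igf2bp3-RIP libraries from each of the groups, and 2 Lin28a-RIP libraries from Lin28a+ MuSCs. The input libraries are the RNA-seq of the study. The paper's methods state that adapters and low-quality bases were removed, that reads were aligned with Hisat2 and that the reference was GRCh38, which is a human assembly, whereas the identifiers in the tables are those of mouse genes. The paper names MACS2 for the m6A peaks and DESeq2 for the transcriptome. The program that counted reads, the peak threshold, the control library used for peak calling and whether replicates were pooled for peak calling are not named in the paper's text. Its statistics section states that each experiment had at least 3 biological replicates, whereas 2 libraries per group were analysed here, and it does not say how the sequenced replicates were prepared.

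For the RIP libraries, the authors deposited whole-number counts per peak without scaling between libraries. The peak positions are those the authors deposited, and the m6A-RIP table holds none. For the input, the authors deposited estimated counts per gene, which need not be whole, and no gene in that table is at 0 in any library. Part of the input values have decimals such as a mean over the transcripts of a gene would give, but the paper's text does not name how they were made, so the sum of a library was not read as its number of reads. Input values were rounded to whole numbers before the tests. Of the Entrez identifiers in the RIP tables, 99.96% (m6A-RIP), 99.97% (Igf2bp3-RIP) and 99.98% (Lin28a-RIP) of rows matched a RefSeq gene, and 99.96% of the input genes had a symbol. RefSeq positions of GRCm38.p6 were used only to see whether peaks lie in their gene, which gave 99.9% of the Igf2bp3-RIP peaks on the chromosome of their gene.

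Columns were assigned to samples by their names. The Lin28a+ columns of the input table carry the names of m6A-RIP libraries, and those of the m6A-RIP table share 1 name, so these 4 columns were assigned to their group without a replicate number.

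Tests were run in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, fgsea 1.28.0 and GenomicRanges 1.54.1. The main test was edgeR's quasi-likelihood test with TMM factors, rows kept by filterByExpr, and a Benjamini-Hochberg adjusted p under 0.05. The m6A-RIP was tested per row and per gene, with the rows of a gene summed. For m6A and Igf2bp3-RIP relative to input, 1 model held both assays, with TMM factors within each assay and an interaction term of cells and assay. With 2 libraries per group, standard errors and p-values rest on a spread shared among genes, and a call says nothing about the spread between animals that the libraries do not contain. The tests were run on simulated data with 200 changed features. They called 92.4% of 197 changed RNA genes, 99% of changed m6A rows, 99.5% of changed m6A genes, 88% relative to input, 48% of Igf2bp3-RIP peaks and 52.5% of Igf2bp3-RIP relative to input. The simulated changes were all at least 2-fold, all features shared the same spread, and no batch was simulated. In the data, the called RNA changes had a median size of 0.614 on the log2 scale, so these percentages do not hold for such smaller changes.

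Gene lists for 9 processes (DNA repair, DNA replication, mismatch repair, cell cycle, oxidative phosphorylation, TCA cycle, ribosome, spliceosome and oxidative stress response) and 5 lists of marker genes (myogenic, fibro-adipogenic progenitor, endothelial, macrophage, and pericyte or smooth muscle cells) were written by hand before the data were examined. Lists were tested with camera at a preset correlation of 0.01, and with an estimated correlation, fry and fgsea. Levels of m6A and RNA were compared as log2(CPM + 1), with a pseudocount of 1 CPM. The 9 lists were also tested in each of the 4 groups of bound genes, and the overlap of peaks was also computed among genes with an Igf2bp3-RIP peak; both were added after other results had been seen. Genes were counted as bound when a table holds at least 1 of their rows. The Lin28a-RIP peaks were shifted 100 times at random within the genomic span of the peaks of the same gene, introns included. Binding of lists was tested with two-sided Fisher's exact tests against the 11317 genes expressed in the input. Shares have Wilson 95% intervals. Intervals and floors cover counting error only, since reads without molecular identifiers are not independent molecules. The floor is 3 counts.

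The text names the genes a claim of the paper is about and, for RNA, m6A rows, m6A relative to input and Igf2bp3-RIP, the 3 rising and the 3 falling genes with the smallest p among those past the threshold whose replicates do not overlap between groups. Other genes it names were chosen after their values were seen.

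The alternatives were DESeq2, other size factors, total counts in place of TMM, other filters on low counts (none, or at least 10 counts in every library), a pseudocount of 0.1 CPM, peaks with at least 100 counts in every library, counting by transcript, other backgrounds and each library left out in turn. The results of some genes are not reported here. Lin28a itself was not analysed here, and neither were GO releases, sequence motifs, regions of the transcript or the shortened copies of the supplementary tables. The qPCR, Western blot and imaging data were not used here.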

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

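The lists in this part, their fold limits and the test of Gm21887 were chosen only after the values had been seen, and so was the look at these lists relative to the input.

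Among genes the paper does not name, 103 were over 4-fold higher in the RNA of Lin28a+ MuSCs past the adjusted threshold of edgeR's quasi-likelihood test. They stand out as a signal in genes the paper does not discuss. For 19 of them, both control libraries were at or under 3 counts, so their fold is only a lower bound. For 18 of these the bound was over 4-fold, and for the remaining gene the RNA was at least 3.92-fold higher. As to other cells among the sorted cells, marker genes fixed before the test went both ways. Of the pericyte or smooth muscle list, 5 genes were tested, and 3 rose (Acta2, Mcam and Pdgfrb) while 2 fell (Rgs5 and Tagln). Mcam rose from 6.27 to 56.2 CPM, a log2 fold change of 3.17 (adjusted p = 5.99e-06 from edgeR's quasi-likelihood test), and Tagln fell from 289 to 76.3 CPM, a log2 fold change of -1.92. Acta2 was abundant in both groups, with 5419.6 CPM in control and 7430.1 CPM in Lin28a+ MuSCs. A difference in the sorted cells themselves, which the design names, stays open and was not tested.

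In m6A-RIP, 31 rows of 23 genes the paper does not name were over 16-fold higher in Lin28a+ MuSCs past the adjusted threshold. For 6 of these rows both control libraries were at or under 3 counts; the bound was over 16-fold for 5 of them, and the lowest bound was at least 10.8-fold. An m6A-RIP count also rises with the amount of RNA. Of the 23 genes, 13 were tested in RNA, and 11 of these were higher there; 10 were over 4-fold higher, with the lower bound used for the 3 genes whose control libraries were at or under 3 counts. Bdkrb1 is 1 of the named rows; its control RNA counts were 3 and 2, against 47 and 37 in Lin28a+ MuSCs. Relative to the input, with the rows of a gene summed, 11 of the genes had a value and no RNA group at or under 3 counts. Of these, 4 were higher past the adjusted threshold of edgeR's quasi-likelihood test: Gm21887, F5 (log2 change 5.15, standard error 0.83, with RNA counts of 3 and 4 in control and 5 and 3 in Lin28a+ MuSCs, close to the floor of 3), Mocs1 (4.17, standard error 0.32) and Mid1 (0.81, standard error 0.18). The other 7 did not pass, with values from -0.20 (Tmem151b) to 1.98 (Srrm4).

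The change of Gm21887 relative to input was 11.08 on the log2 scale (standard error 0.27), the highest of the 3 named genes that rose. Its m6A-RIP counts were 15 and 7 in control and 1813 and 2737 in Lin28a+ MuSCs, while its RNA counts were 154 and 222 in control and 15 and 16 in Lin28a+ MuSCs. The RNA thus fell by 3.38 on the log2 scale as the m6A-RIP count rose. Gm21887 has a near-identical copy, Erdr1, with which reads can be shared. Erdr1 was not analysed here, so a shift of reads between the copies and a change of m6A cannot be told apart. No biological explanation was tested.

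In Igf2bp3-RIP, 12 peaks of genes the paper does not name were higher in Lin28a+ MuSCs past the adjusted threshold: 4 peaks in Mir6346, 2 each in Mocs1, Tfpi and Fndc3c1, and 1 each in Selp and Strbp. These genes were picked because their peaks passed. The adjusted p of the called peaks was 0.0424 at the lowest in edgeR's quasi-likelihood test, run without a replicate block. With at least 10 counts required in every library, 12 of the 24 called peaks were still tested and 0 peaks passed, while 973 had an unadjusted p under 0.05. The RNA of Selp rose by 5.05, of Tfpi by 3.45, of Fndc3c1 by 1.96 and of Strbp by 1.44 on the log2 scale, whereas Mocs1 had 0.071 (adjusted p = 0.849 from edgeR's quasi-likelihood test) and Mir6346 was not tested in RNA. For the peaks that fell, the RNA of Col1a2 and Stag2 changed by -4.71 and -3.34, and that of Gria3, with 48 and 59 counts in control and 1 and 0 in Lin28a+ MuSCs, was at least 15.1-fold lower. Relative to the input, with the peaks of a gene summed, Mocs1 was higher (log2 change 3.86, standard error 0.29, adjusted p = 0.00748 from edgeR's quasi-likelihood test). The changes of Selp (-0.083), Tfpi (0.38), Fndc3c1 (0.73), Strbp (-0.47), Col1a2 (-0.23) and Stag2 (0.092) did not pass, with standard errors from 0.25 to 0.50. For these 6 genes the RNA moved the same way as the peaks. A change beyond it was not detectable with these libraries in a model without a replicate block.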

How the results depend on the processing

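All alternatives were chosen before the data were examined, except those chosen after the values had been seen: multiplying the input values back to whole numbers, and forming the groups of bound genes by transcript for the DNA repair shares and the gene lists. The test of the Igf2bp3-RIP replicate numbers was also chosen after its result was seen. Among the results that answer a comparison, 180 values under alternatives kept their direction and side of the threshold or moved by less than the replicate spread, 40 moved further, 13 reversed, 16 passed only under the alternative and 12 no longer passed; these are given here. Among the values of the genes named, 115 kept theirs, 4 no longer passed and 1 passed only under the alternative. Among these, Usp1, Fancm and Igf2bp2 RNA lost their call with DESeq2 and Fbxw7 RNA gained one when multiplied back. With 1 library left out, 178 values of named genes stayed within the replicate spread, 36 moved and 2 reversed, both of them Usp1 relative to input. The cause was not tested for any change below unless a sentence names it.

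With DESeq2, 3039 RNA genes differed, 3037 of them shared with edgeR's 6432; between 5925 and 6891 differed under the other alternatives set beforehand, and 7417 with values multiplied back. For m6A relative to input, DESeq2 called 344 genes (335 shared) and an unadjusted p 1363, and the other alternatives from 498 to 614. For Igf2bp3-RIP peaks, DESeq2 called 263 (24 shared), an unadjusted p 1017, and at least 10 counts in every library 0 of 19432 peaks, where 973 had an unadjusted p under 0.05 and the lowest adjusted p was 0.0746; the other alternatives gave from 24 to 36. Relative to input, DESeq2 called 70 Igf2bp3-RIP genes and an unadjusted p 954, and the others from 41 to 48. Leaving out the filter changed nothing for the RIP tables and the comparisons relative to input, since the filter removed none of their features, so it says nothing about them. The m6A counts stayed between 10275 and 12316 rows and between 5719 and 6486 genes under all alternatives.

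For Igf2bp3-RIP the groups share replicate numbers, but the labels do not say that a number marks a shared batch, and there are only 2 pairs. The difference between replicates 1 and 2 correlated between the groups across peaks (r = 0.697), so a batch shared by a number is a candidate explanation. With a replicate block, 1988 peaks differed, 24 of them shared with the 24 called without it. No paired analysis was possible because the Lin28a+ columns of the m6A-RIP table share 1 name and those of the input table are numbered under the name of m6A-RIP libraries, so no replicate number was taken from either, which holds for RNA, m6A, their gene lists and both comparisons relative to input.

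With the estimated correlation in camera, the RNA adjusted p was 0.117 for DNA repair, DNA replication, mismatch repair and the cell cycle, 0.163 for the spliceosome, 0.185 for the TCA cycle and 0.200 for oxidative phosphorylation and the ribosome. In m6A-RIP it was 0.287 for the cell cycle and oxidative phosphorylation. With fgsea, the TCA cycle in RNA had 0.337, and the ribosome in m6A-RIP reversed at 0.321. With fry, lists that had not passed did so: the oxidative stress response in RNA (0.00442), and in m6A-RIP DNA repair (0.0324), DNA replication (0.0497), the TCA cycle and oxidative stress response (0.00346), ribosome (0.0393) and spliceosome (0.00866); mismatch repair reversed at 0.848. fry asks whether the genes of a list change at all, while camera compares them with the remaining genes.

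With total counts in place of TMM, the RNA medians were 0.24 (DNA repair), 0.88 (DNA replication), 0.66 (mismatch repair), 0.63 (cell cycle), 0.43 (oxidative phosphorylation), 0.25 (TCA cycle), 0.41 (spliceosome) and -0.11 (oxidative stress response). The m6A-RIP medians were -0.036 (DNA repair, reversed), 0.43 (DNA replication), 0.22 (mismatch repair), 0.35 (cell cycle), 0.22 (oxidative phosphorylation), 0.14 (TCA cycle), 0.059 (ribosome), 0.054 (spliceosome) and -0.28 (oxidative stress response). This scaling moves all m6A genes down, which lowers each list.

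Across the 4 fits that each left out 1 library, the RNA medians ranged from 0.20 to 0.21 (DNA repair), 0.79 to 0.89 (DNA replication), 0.61 to 0.64 (mismatch repair), 0.61 to 0.64 (cell cycle), 0.34 to 0.40 (spliceosome) and -0.18 to -0.13 (oxidative stress response). The m6A-RIP medians ranged from 0.057 to 0.090 (DNA repair), 0.46 to 0.59 (DNA replication), 0.23 to 0.45 (mismatch repair), 0.43 to 0.49 (cell cycle), 0.30 to 0.34 (oxidative phosphorylation), 0.17 to 0.20 (TCA cycle), 0.15 to 0.22 (ribosome), 0.15 to 0.17 (spliceosome) and -0.21 to -0.15 (oxidative stress response). Usp1 relative to input ranged from -0.079 to 0.048 and changed sign without control m6A-RIP replicate 1 (0.048) and without 1 of the Lin28a+ input libraries (0.015).

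The correlation of m6A and RNA levels was 0.477 with a pseudocount of 0.1 CPM and 0.518 with at least 10 counts in every library. For the fold changes, Spearman's rho was 0.800, and r was 0.770 with a pseudocount of 0.1 CPM, 0.853 with at least 10 counts, 0.794 with the highest row of each gene, and from 0.803 to 0.811 with 1 library left out.

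Counting by transcript identifier moved the groups most: 1451 only in Lin28a-RIP, 1156 only in Igf2bp3-RIP, 2212 in both without m6A and 8384 only in m6A-RIP. Peaks with at least 100 counts gave 379 genes only in Lin28a-RIP, and expressed genes gave 144 only in Lin28a-RIP and 239 only in Igf2bp3-RIP. With groups formed by transcript, where a gene can be in several groups, gene lists that had not passed did so: in Lin28a only DNA repair (odds ratio 2.61), DNA replication (3.09), mismatch repair (3.85), the TCA cycle (5.87), the spliceosome (2.52) and, with 0 of 84 genes, the ribosome, and in Lin28a and Igf2bp3 without m6A the spliceosome (2.12), oxidative phosphorylation (0.218) and, with 0 of 84 genes, the ribosome. The cell cycle reversed in Lin28a only and passed (3.33). Without passing, the odds ratio also reversed for the oxidative stress response in Lin28a only (0.743), mismatch repair (1.33), the TCA cycle (0.973) and the spliceosome (0.593) in Igf2bp3 only, mismatch repair in Lin28a and Igf2bp3 without m6A (0.936) and the TCA cycle in all 3 tables (0.676). The share of Lin28a-RIP peaks that overlap an Igf2bp3-RIP peak was 43.0% when each must cover 50% of the other and 45.4% with at least 100 counts. The odds ratio of genes bound by both was 25.5 among genes with at least 1 input count, 18.4 with the input level as a covariate and 18.0 with at least 100 counts. With the input level as a covariate, the spliceosome list had an odds ratio of 1.54 among Lin28a-bound genes and no longer passed, and the oxidative stress response 0.932, in the other direction. The DNA repair share of genes bound by Igf2bp3 only was 0.678% with at least 100 counts, and its odds ratio among expressed genes went from 1.51 to 0.547. The share of genes in all 3 tables was 0.983% without the genes of Fig. 3C to 3E, and its odds ratio went from 1.39 to 0.702; this setting removes repair genes of the group from the list, which lowers both. Neither odds ratio had passed, and neither did under these settings.

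Depth limits genes with few input counts such as Fancm, which had 24, 29, 11 and 14. In Igf2bp3-RIP the spread between replicates, with a chi-square per degree of freedom of 99.7 and 99.5, limits the calls made without a replicate block. The difference between replicates correlated between the groups (r = 0.697), and far more peaks passed with the block.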

Differences from the paper's values

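No test in this part was chosen only after its result was seen, except forming the groups by transcript and the 36 tests of gene lists in the groups of bound genes.

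The paper gives a Pearson's R of 0.89 between m6A and RNA. Across genes r was 0.502 for levels and 0.813 for fold changes between Lin28a+ and control MuSCs. None of the alternatives set before the data were examined closed the gap; the nearest value was 0.853, for fold changes of genes with at least 10 counts in every library, and for levels the values lay between 0.477 and 0.518.

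In the Venn diagram of Fig. 3A, read by eye, the paper shows about 1500 transcripts bound by Lin28a only, against 226 genes here, about 1200 bound by Igf2bp3 only, against 364, about 2200 bound by both and not listed for m6A, against 500, and about 8400 only in m6A-RIP, against 5224. Counting by transcript identifier, an alternative set before the data were examined, gave 1451, 1156, 2212 and 8384, which do not differ by the same measure, and 2471 in all 3 tables, the paper's own number. The other alternatives set before the data were examined, rows with at least 100 counts and expressed genes, did not close the gap for these 4 groups.

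The paper gives 26.4% DNA damage response genes in the group bound by Lin28a only, against 3.54% here, and at least 15% in the other 3 groups, against 1.65% for Igf2bp3 only, 2.20% for Lin28a and Igf2bp3 without m6A and 2.01% for all 3 tables. The legend of Fig. S2B states that the proportion is among GO-annotated biological processes, whereas all genes of a group were the denominator here, so the values are not on 1 scale. None of the alternatives set before the data were examined closed the gap, with 4.86%, 5.54% and 3.54% for Lin28a only, and forming groups by transcript, chosen after seeing the values, gave 3.71%. Lin28a only had the highest of the 4 shares under each of these settings.

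In Fig. 3E, with colours read by eye, Fancm is drawn higher in the RNA of Lin28a+ MuSCs, and its log2 fold change here was -0.87; no setting run gave a rise. Lig3 and Etaa1 had -0.0072 and 0.21, against the directions drawn, and neither passed the threshold. In m6A-RIP, Palb2 (-0.062) and Trp53bp1 (-0.025) are drawn higher, and neither passed. Of the 35 genes drawn as changed and tested, 32 in RNA and 33 in m6A-RIP had the direction drawn.

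By RT-qPCR, the paper also reports higher mRNA of Fancm in Lin28a+ MuSCs, against the fall in the input RNA-seq given above. The paper states that Igf2bp2 expression was not affected; here its RNA fell by 0.31 on the log2 scale (adjusted p = 0.0247 from edgeR's quasi-likelihood test), and with DESeq2 it was not called (adjusted p = 0.418, the highest of its alternatives, with 0.0199 the lowest). Igf2bp1 had counts of 2, 2, 2 and 1, too few for a fold.

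The paper lists the oxidative stress response among processes enriched in Lin28a-bound transcripts, and the list here had an odds ratio of 1.08 (adjusted p = 0.784 from Fisher's exact test); no setting run called it. It states higher m6A of DNA repair transcripts, where the camera adjusted p was 0.183 and only fry called the list (adjusted p = 0.0324, against 0.169 to 0.337 under the other alternatives). For the groups of Lin28a and Igf2bp3 with and without m6A, it names DNA damage repair. Formed by gene, their odds ratios of 1.39 and 1.73 did not pass. Formed by transcript, the odds ratios were 1.495 and 1.597, with an unadjusted p of 0.0319 and 0.0287 in Fisher's exact test. Adjusted over 36 tests, p was 0.0718 and 0.0689, and adjustment over the 4 groups alone was not run by transcript. None of the settings run called them, but by transcript this depends on the adjustment. For Lin28a only the paper names cell division and double-stranded break repair. With groups formed by gene, 1 of 95 cell cycle genes was found, and DNA repair had an adjusted p of 0.0681 over 36 Fisher's exact tests and 0.0454 over the 4 groups. The paper's groups are of transcripts, and 79.6% of the transcripts found only in Lin28a-RIP belong to genes that the group formed by gene leaves out. With the genes of the groups formed by transcript, chosen after seeing the values, 20 of 95 cell cycle genes were found and both lists passed (adjusted p = 1.88e-04 and 7.49e-05 over 36 Fisher's exact tests).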

Other observations

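The tests of replicates sharing a preparation were chosen only after the result was seen, and so were the genes Spp1, Ctsz, Col18a1, Aebp1 and S100a4, the marker Ly6a, the count used for the Y chromosome genes and the macrophage level; the trend with gene length had been seen before its removal was tested, and the other tests were planned before.

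The Lin28a+ columns of the input table carry the names of m6A-RIP libraries. If they held m6A-RIP libraries, genes with a row in the m6A table would have a far higher ratio of these columns to the control input than genes without one. The difference of the medians was -0.0435 on the log2 scale between 7512 genes with and 3805 without a row. Across genes, the ratio of these columns to the control input followed m6A enrichment with r = 0.00255, against 0.932 for the Lin28a+ columns of the m6A-RIP table. The values argue against m6A-RIP libraries in these columns, and they were read as input.

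Fold changes in RNA followed gene length, with a correlation of -0.276 across genes and medians of 0.27 in the fifth of genes with the shortest length and -0.39 in the fifth with the longest. A trend of this kind might come from the libraries. After the trend was removed, 8 of the 8 lists that had passed still passed, with medians that went from 0.21 to 0.27 for DNA repair, from 0.40 to 0.27 for oxidative phosphorylation and from 0.31 to 0.12 for the ribosome. The ribosome median lost most of its size with the trend. That all of these lists still passed argues against the trend as the whole cause of the list results. The oxidative stress response, which had not passed, then did so (camera adjusted p = 0.0336 and a median of -0.15, against 0.165 with the trend and from 0.00442 to 0.229 under its alternatives). The cause of the trend itself was not tested.

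Spp1, Ctsz, Col18a1, Aebp1 and S100a4 were lower in the RNA of Lin28a+ MuSCs, with log2 fold changes of -3.87, -3.64, -3.88, -3.54 and -2.60. Fewer fibro-adipogenic progenitors could lower such genes, but the markers of these cells did not fall together. Ly6a rose by 1.61 on the log2 scale, Col3a1, at 121 CPM in control and 117 CPM in Lin28a+ MuSCs, changed by -0.045 (standard error 0.029, adjusted p = 0.514 from edgeR's quasi-likelihood test), and Col1a2 and Gsn fell by 4.71 and 1.21, Gsn from 146 to 63.4 CPM. Fewer macrophages would need macrophage transcripts in control MuSCs, whose highest marker, Cd68, was at 1.49 CPM, while Ctsz was at 457 CPM. Of the marker lists, 5 fibro-adipogenic genes were tested (2 higher, 3 lower, of which 1 and 2 passed), 13 myogenic genes (6 higher, 7 lower, of which 4 and 6 passed), 5 pericyte or smooth muscle genes (3 and 2, all past the threshold), and 0 endothelial and 0 macrophage genes, as no gene of these lists passed the filter on low counts. The input table holds 8 of the 12 fibro-adipogenic, 5 of the 10 macrophage, 2 of the 8 endothelial and 6 of the 8 pericyte or smooth muscle markers listed. A difference between the Lin28a+ and control cells themselves stays open and was not tested.

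In RNA, 56.8% of genes tested passed the threshold. Replicates that share 1 preparation could produce so many calls, since the spread between animals would then not be in the test. Among genes with a mean count of 20 to 2000 whose values could be multiplied back to whole numbers, the chi-square per degree of freedom between input replicates was 1.78 in control and 1.68 in Lin28a+ MuSCs, where 1 is counting noise alone. Over all input genes as deposited it was 4.70 in control and 1.01 in Lin28a+ MuSCs, a measure that is not calibrated for values with decimals. The paper states at least 3 biological replicates for each experiment, and its text does not say how those sequenced were made. The spread between 2 libraries does not tell whether they came from 1 preparation, so this explanation stays open, and how many genes would differ between animals was not tested.

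Mice of a different sex in the 2 groups were tested with genes of the Y chromosome. The highest count of such a gene in the 4 input libraries was 3, for Kdm5d in control MuSCs, and Xist was not analysed here. With so few counts, a difference in sex and a difference between the cells cannot be told apart for the RNA results.

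Among genes over 2-fold changed in m6A relative to input, 129 of 211 had another such gene within 5 Mb. Among 1000 draws of as many tested genes, the median was 136, from 105 to 162. The changed genes thus are not clustered beyond random genes. This argues against linked genome segments, such as a strain segment around an engineered locus, as the source of most of these changes. A count over the genome cannot exclude 1 local segment, and a segment that changes RNA alone does not enter a measure relative to input. On chromosome X, the Igf2bp3-RIP peaks called lower in Gria3 (first start 41402676) and Stag2 (last end 42269476) lie near each other, and the RNA of both genes fell. Neither gene passed in m6A relative to input, so neither was in this test.

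The paper reports Igf2bp3 mRNA by RT-qPCR. In the input RNA-seq, Igf2bp3 had 11.1 ± 0.703 CPM in control and 34.8 ± 1.16 CPM in Lin28a+ MuSCs (mean ± SD, n = 2), a log2 fold change of 1.65 (adjusted p = 2.92e-05 from edgeR's quasi-likelihood test). Its m6A-RIP count rose less, from 5560.1 ± 274 to 7017 ± 372 CPM, so that m6A relative to input had a log2 change of -1.33 (standard error 0.14, adjusted p = 2.01e-04 from edgeR's quasi-likelihood test). This count is 1 row, of ENSMUST00000031838, a transcript to which no Lin28a-RIP or Igf2bp3-RIP peak of the gene is annotated. Reads in this row from other RNA were not ruled out, so a lower m6A of Igf2bp3 mRNA is not established.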
